# Growth-limiting drought stress induces time-of-day-dependent transcriptome and physiological responses in hybrid poplar

**DOI:** 10.1093/aobpla/plac040

**Published:** 2022-08-29

**Authors:** Sean M Robertson, Solihu Kayode Sakariyahu, Ayooluwa Bolaji, Mark F Belmonte, Olivia Wilkins

**Keywords:** Climate change, drought, high-throughput sequencing, hybrid poplar, transcriptome

## Abstract

Drought stress negatively impacts the health of long-lived trees. Understanding the genetic mechanisms that underpin response to drought stress is requisite for selecting or enhancing climate change resilience. We aimed to determine how hybrid poplars respond to prolonged and uniform exposure to drought; how responses to moderate and more severe growth-limiting drought stresses differed; and how drought responses change throughout the day. We established hybrid poplar trees (*Populus* × ‘Okanese’) from unrooted stem cutting with abundant soil moisture for 6 weeks. We then withheld water to establish well-watered, moderate and severe growth-limiting drought conditions. These conditions were maintained for 3 weeks during which growth was monitored. We then measured photosynthetic rates and transcriptomes of leaves that had developed during the drought treatments at two times of day. The moderate and severe drought treatments elicited distinct changes in growth and development, photosynthetic rates and global transcriptome profiles. Notably, the time of day of sampling produced the strongest effect in the transcriptome data. The moderate drought treatment elicited global transcriptome changes that were intermediate to the severe and well-watered treatments in the early evening but did not elicit a strong drought response in the morning. Stable drought conditions that are sufficient to limit plant growth elicit distinct transcriptional profiles depending on the degree of water limitation and on the time of day at which they are measured. There appears to be a limited number of genes and functional gene categories that are responsive to all of the tested drought conditions in this study emphasizing the complex nature of drought regulation in long-lived trees.

## Background

Episodic drought can be catastrophic for forest trees and for the ecosystems they support (Assal *et al.* 2016; Brodribb *et al.* 2020). In response to drought, trees may slow their photosynthetic and stomatal conductance rates (Xiao *et al.* 2009; Hamanishi *et al.* 2012; Attia *et al.* 2015), reduce their overall growth rates (Han *et al.* 2019; Yi *et al.* 2020) and experience increased rates of crown thinning and mortality (Worrall *et al.* 2013). Because of their long lives, trees experience drought as a spatially and temporally heterogeneous stressor (Assal *et al.* 2016). For example, drought responses are interwoven with underlying daily and seasonal changes in water demands (McLaughlin *et al.* 2003), light availability (Aranda *et al.* 2005) and changes in gene expression (Filichkin *et al.* 2011). During periods of drought, trees develop morphologically distinct leaves with altered stomatal density (Hamanishi *et al.* 2012; McKown *et al.* 2014) and hormone profiles (Paul *et al.* 2018) that reflect the water status of the plant during their development and which directly influence the ability of the tree to withstand a period of drought (Himes *et al.* 2021). Additionally, because drought occurs over time, it is often coincident with other environmental stressors that may modulate drought response synergistically, additively or antagonistically (Mittler 2006; Plessis *et al.* 2015).

Creating growth-limiting soil water conditions in controlled environments like greenhouses and growth chambers that approximate drought conditions in nature is essential for studying physiologically relevant drought-stress responses (Verelst *et al.* 2013; Lovell *et al.* 2016). Experiments that have directly compared drought-stress responses in controlled and field environments have reported significant differences in physiological responses and gene expression profiles depending on the type of environments where plants were grown (Lovell *et al.* 2016; Wilkins *et al.* 2016). Some of these differences can be attributed to the degree or duration of the drought (Monroe *et al.* 2021), or to the underlying complexity of the environment (Mittler 2006; Plessis *et al.* 2015). In nature, the onset of drought is often gradual, and plants adjust their physiology and development to minimize damage and optimize growth (Sohn *et al.* 2013). In contrast, in controlled environments, trees are grown in relatively small volumes of soil and dry out relatively quickly (Wilkins *et al.* 2009). As such, a water-withholding treatment in controlled environments may be experienced as a shock rather than a drought and may elicit responses that diverge strongly from drought responses in the field (Lovell *et al.* 2016). Moreover, long-lived trees in nature can use their large root volumes to exploit water from deeper soil horizons thereby extending the period of water sufficiency which may allow for the development of new tissues and organs during soil drying (Mackay *et al.* 2020). Differences between responses in controlled and field environments are also critical considerations for genetic enhancement of stress tolerance emphasizing the need to study stress responses in conditions in which plants are grown (Zaidem *et al.* 2019; Groen *et al.* 2020).

Fluctuations in diel signals, including light, temperature and atmospheric humidity, have a substantial influence on plant water demand and drought responses. These environmental oscillations are linked to daily patterns of physiological and developmental processes, such as photosynthesis and respiration (Durand *et al.* 2019) and leaf expansion (Pantin *et al.* 2011). In addition to these physiological diel oscillations, the transcriptome also varies throughout the day, even while soil water conditions remain constant (Filichkin *et al.* 2011). These predictable daily transcription patterns, together with oscillations in water demand, result to distinct drought transcriptomes at different times of day (Wilkins *et al.* 2009; Hamanishi *et al.* 2010; Dubois *et al.* 2017). Thus, to capture the full spectrum of stress responses elicited in poplars, drought-responsive alterations in physiology and gene expression must be examined at multiple times of the day.

Trees of the genus *Populus* are well suited for studying molecular drought responses as they are propagated clonally, have a high-quality reference genome (Tuskan *et al.* 2006) and vary with respect to their tolerance to drought (Barchet *et al.* 2014; Attia *et al.* 2015). Moreover, trees of this genus are foundational to many temperate ecosystems and are important as a short rotation fibre crop and for carbon sequestration throughout the Northern hemisphere (Fang *et al.* 2007). Understanding the genetic mechanisms underpinning these responses and which create the adaptive variation in drought tolerance in forest trees may illuminate potential avenues for enhancing drought tolerance (Estravis-Barcala *et al.* 2020). To gain broader insight into how poplar trees respond to drought stress, we designed an experiment to overcome some of the limitations of controlled environment drought experiments. We grew hybrid poplar trees (*Populus* × ‘Okanese’) (Schroeder *et al.* 2013) in greenhouse conditions for 42 days under well-watered conditions. We then transferred the trees to one of three gravimetric soil water conditions for 3 weeks. After the trees had been acclimated to the new conditions, we measured a variety of plant growth and photosynthesis parameters, in addition to gene expression profiles in fully expanded leaves to characterize elements of the drought response. The aims of this work were to determine how hybrid poplar responds to prolonged and uniform exposure to water-limiting conditions; to determine if the responses to moderate and more severe drought stresses were qualitatively or quantitatively different; and to determine how the response to drought changes throughout the day.

## Materials and Methods

### Plant growth conditions

Unrooted hybrid poplar stems (*Populus* × ‘Okanese’) were provided by Dr Raju Soolanakayahally from the hybrid poplar collection at the Agriculture Indian Head AgriFood Canada Research Farm (Saskatchewan, Canada). The cuttings were soaked in water for 24 h at 4 °C in the dark, trimmed to remove dead ends and planted in 4-L pots filled with Sungro Sunshine Professional Growing Mix (Sun Gro Horticulture, Agawam, MA, USA). Trees were grown in a climate-controlled greenhouse with 22–24 °C days and 15–17 °C nights. Artificial supplemental lighting was turned on at 0600 h to coincide with sunrise and a photoperiod of 15 h was maintained throughout the experiment. All trees were fertilized with Miracle-Gro All-Purpose Water-Soluble Plant Food 24-8-16 (MiracleGro, Marysville, OH, USA) once before the water-withholding treatments were initiated.

### Sample collections

To ensure that all measurements were made on fully expanded leaves that developed entirely during the treatment period, the uppermost leaf on each tree was tagged 42 days after planting. On this day, all trees were assigned to one of three treatment groups with gravimetric soil water contents (SWCg) of 30 %, 50 % or 80 % of field capacity. For the subsequent 21 days, pots were weighed daily and watered as needed to maintain them at their target soil water contents **[see****Supporting Information—Fig. S1****]**. Photosynthetic measurements were made 21 days after water treatments were initiated, once between 1000 and 1200 h, and again between 1400 and 1600 h, using a Li-Cor LI-6400XT Infrared Gas Analyser (LI-COR, Lincoln, NE, USA). Leaves for transcriptome analysis were harvested at 1000 h (late morning) and 1600 h (early evening), flash-frozen in liquid nitrogen and stored at −80 °C until further processing.

### Image analysis

The area of leaves that had developed and expanded during the treatments was measured using PlantCV (Gehan *et al.* 2017). Leaf images were captured in a lightbox using an iPhone-X camera. The images were processed using the multi-plant workflow to estimate leaf area. First, the leaf images were masked from the background pixels to isolate the leaf pixels and then, the area was quantified in pixels using the shape_img function of PlantCV. Analysis of variance was carried out in R to determine statistical significance between the leaf area of the treatment groups.

### Transcriptome library preparation and sequencing

Leaf tissue was ground to a fine powder under liquid nitrogen and total RNA was extracted using RNeasy Plant MiniKits (Qiagen, Toronto, ON, Canada). RNA was sent to Genome Québec (Montréal, QC, Canada) where NEBNext-stranded sequencing libraries were prepared according to manufacturer’s instructions (New England Biolabs, Whitby, ON, Canada) and single-end 100 base pair reads were sequenced on an Illumina HiSeq4000. A minimum of 23 million reads were generated for each library **[see****Supporting Information—Table S1****]**. Raw and processed data are available for download as accession number GSE191155 on NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002).

### RNA-seq data analysis

Processing of the raw read files was accomplished using high-performance computing clusters provided by WestGrid (www.westgrid.ca) and Compute Canada (www.computecanada.ca). Read quality was assessed using FastQC (Andrews 2010). Low-quality reads and adaptor sequences were removed with Trimmomatic (Bolger *et al.* 2014). The reads were aligned to the *Populus trichocarpa* v4.1 reference genome (Tuskan *et al.* 2006) (downloaded from the Phytozome database; Goodstein *et al.* 2012) using HISAT2 (Kim *et al.* 2019) and converted to BAM format with SAMtools (Li *et al.* 2009). Transcript abundance was quantified using featureCounts (Liao *et al.* 2014). All downstream analyses were performed in R (R Core Team 2021) using edgeR (Robinson *et al.* 2010) and plotted using ggplot2 (Wickham 2011). In total, 31 033 genes were detected from the RNA-seq assay. 

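The table of counts held 31033 genes, of which 29198 had at least 1 count in the 18 libraries and 1835 had none. The average log2 CPM of a gene over all libraries, computed with edgeR, lay above −2 and below 9 for 23700 genes, and all 18 circadian clock genes of Fig. 3B were among them. The 226 genes with an average above 9 held 39.9 % ± 0.28 (SD, n = 3 libraries) of all counts at 80 % SWCg in the late morning and 32.7 % ± 1.1 (SD, n = 3) at 80 % SWCg in the early evening. At 30 % SWCg these genes held 39.7 % ± 1.9 (SD, n = 3) of the counts in the late morning and 34.3 % ± 0.84 (SD, n = 3) in the early evening. The 7107 genes with an average below −2 include the genes without a count.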

Genes were filtered at an average log counts per million (logCPM) > −2 and < 9 to remove low gene counts and outliers, resulting in 23 700 genes (removed 226 with avgLogCPM > 9, and 7107 with avgLogCPM < −2; **see****Supporting Information—Tables S2****and****S3**). Raw counts were normalized using the trimmed mean of *M*-values method (Robinson *et al.* 2010), and dispersion estimates were calculated using the estimateGLMRobustDisp function. Principal component analysis (PCA) was performed using the plotPCA function in DESeq2 (Love *et al.* 2014) on the filtered, normalized counts (*n* = 23 700 genes). Normalized counts were converted to logCPM, and all downstream analyses were performed on the logCPM values. Differentially expressed genes (DEGs) were identified as those with a false discovery rate (FDR)-adjusted *P*-value < 0.05 using the Benjamini–Hochberg method (Benjamini and Hochberg 1995). The code for the stacked bar plot (Fig. 5A) figure was modified from Bjornson *et al.* (2021). All code for this project is available at https://github.com/Wilkins-Lab/Poplar2021.

### Clustering and Gene Ontology term enrichment analysis

Transcript profiles were clustered using cutTreeDynamic from the package dynamicTreeCut (Langfelder *et al.* 2008) using a minimum cluster size of 20 and a deepsplit value (sensitivity) of 1. Gene set enrichment analysis was performed using topGO (Alexa and Rahnenfuhrer 2021), using Fisher’s exact test (*P* < 0.05). Gene Ontology terms (*P. trichocarpa V3.0* GO annotation) were downloaded from agriGO v2.0 (Tian *et al.* 2017). Only 21 638 genes (<50 % of all genes) have annotated GO terms; as such, some functional categories may not be reported as enriched because of limitations on the GO annotation for poplar.

## Results

### Growth and photosynthesis rates are reduced with declining soil water content

After 21 days growing in soil media with SWCg of 20–30, 40–50, 70–80 % of field capacity, trees in the 80 % SWCg group were taller (Fig. 1A) and had developed more new leaves (Fig. 1C) than trees in the other two treatment groups. Notably, this was a graduated response, where trees in the 50 % SWCg group were taller than trees in the 30 % SWCg group in both measured aspects. The difference in total leaf area for trees between 50 % and 80 % SWCg groups (Fig. 1E) is principally the product of the number of leaves (Fig. 1C) as the size of newly developed leaves in these treatment groups was indistinguishable (Fig. 1B and D). This is in contrast to trees in the 30 % SWCg group, which developed fewer (Fig. 1C) and smaller (Fig. 1B and D) leaves than either of the other treatment groups. Additionally, the growth rate of the trees decreased upon water withholding, with the 50 % and 80 % SWCg groups stabilizing after ~14 days, while the 30 % SWCg group growth rate continued to decline throughout the experiment **[see****Supporting Information—Fig. S2****]**.

**Figure 1.**
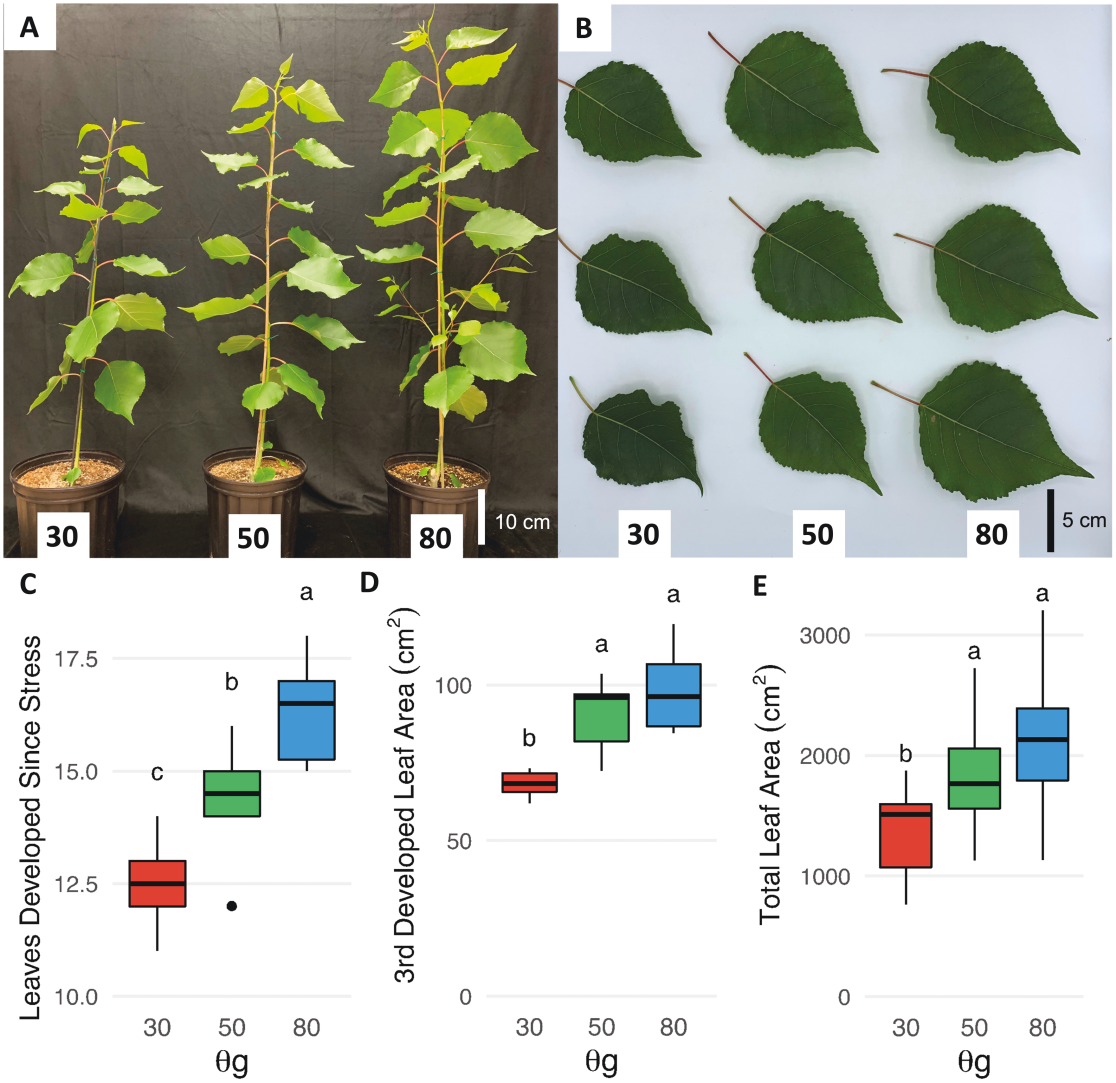
Moderate and severe growth-limiting drought induce a graduated reduction of poplar leaf and stem growth. (A) Representative tree grown in each of three soil water conditions (30 %, 50 % and 80 % SWCg). (B) Representative leaf from three trees in each of three soil water conditions. In all cases the selected leaf was the third leaf to develop fully during stress treatment. (C) The number of new leaves per tree to develop since the onset of the stress treatment. The box plot reports the median and interquartile range for leaf count on six trees per treatment. (D) Area of third leaves fully developed during stress treatments. The area of six leaves per treatment was measured. (E) Total leaf area of all leaves that developed after stress. Total leaf area was measured for 15 trees per treatment group. Significance was determined by Tukey’s Honest Significant Difference test (*P* < 0.05).

To explore the physiological consequences of water limitation, we measured photosynthetic, transpiration and stomatal conductance rates in the morning (1000–1200 h) and afternoon (1400–1600 h) of the 21st day of the water-withholding treatments (Fig. 2). All three of these parameters decreased gradually with decreasing soil water availability at both times of day (Fig. 2A–C); however, for a given treatment group, none of the parameters differed significantly between the morning and afternoon measurements (*P* < 0.05). Median water-use efficiency (WUE) was slightly higher in trees in the 50 % SWCg group than in trees in either of the other treatments, but this difference was not significant (Fig. 2D). Water-use efficiency was extremely variable for trees in the 30 % SWCg treatment group, with both the highest and lowest calculated WUEs for any treatment group in the morning and afternoon. To explore the source of this variation, we plotted the relationship between the actual soil water content of each pot, which was below the upper limit of the target range at the time of the physiological measurement, and WUE **[see****Supporting Information—Fig. S3****]**. This analysis determined that WUE increased in the trees in the 30 % SWCg group, as long as the overall weight of the wet soil media was greater than ~1000 g; WUE rapidly declined if the water content was below this threshold. Because the photosynthetic parameters were measured before plants were re-watered to the upper limit of their soil water content, the photosynthesis measurements were made when plants may have been in even more water-limiting conditions.

**Figure 2.**
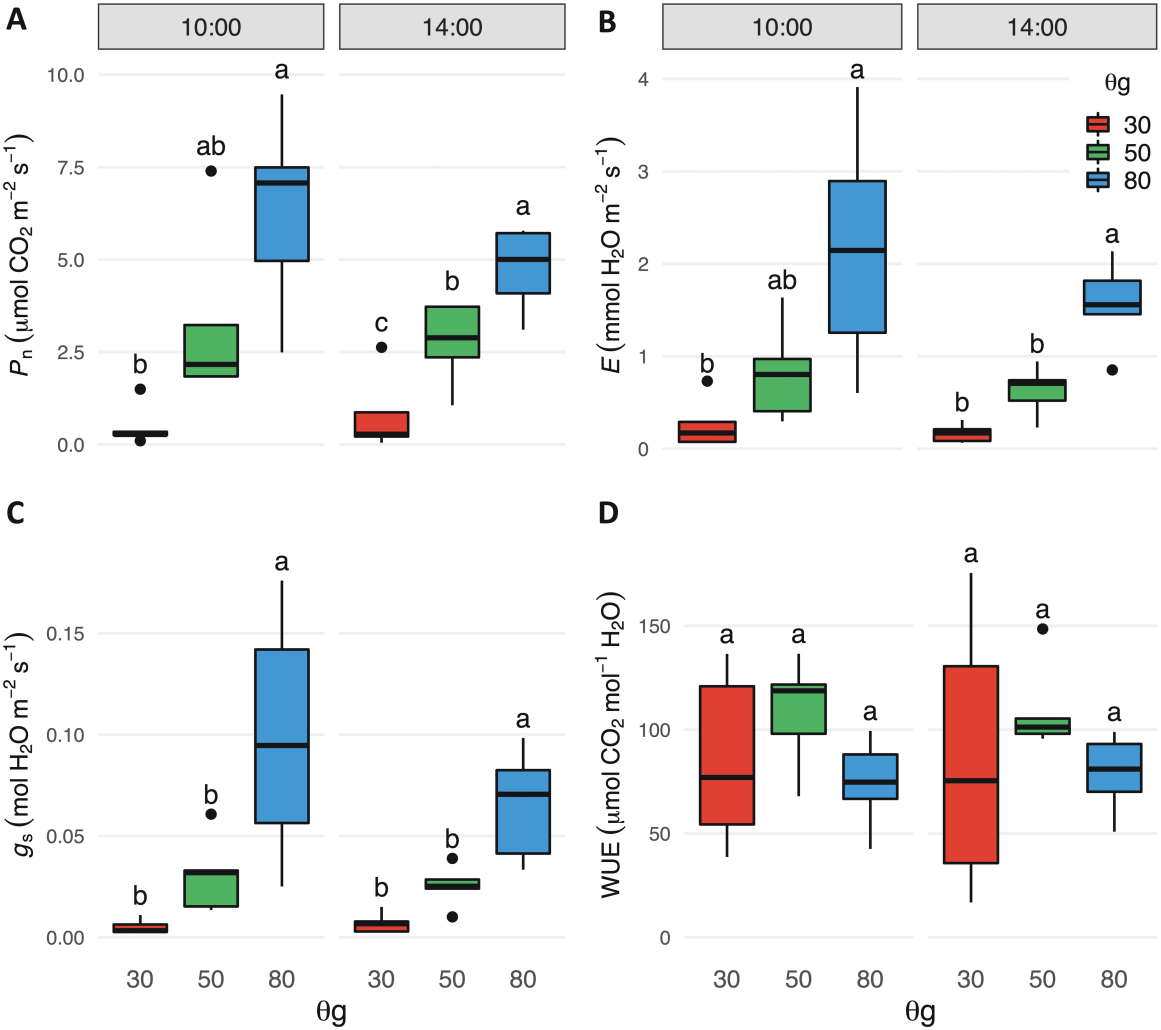
Photosynthesis, transpiration and stomatal conductance rates decline with decreasing soil water availability. (A) Net photosynthetic rate *P*_n_, (B) transpiration rate *E*, (C) stomatal conductance *g*_s_ and (D) water-use efficiency (WUE) of poplar leaves (*n* = 5 leaves per treatment per time point) Measurements were taken between 1000 and 1200 h and again between 1400 and 1600 h. Water-use efficiency was calculated as the ratio of *P*_n_ to *g*_s_. Significance was determined by Tukey’s Honest Significant Difference test (*P* < 0.05).

### Time of day is the strongest source of variation in the transcriptome

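The libraries were made from leaves of the hybrid poplar Populus × ‘Okanese’ that formed during the water treatment, in trees kept at 30, 50 or 80 % SWCg, where SWCg is the gravimetric soil water content as a percentage of field capacity. One field of the sample labels gives the unit of these levels as g/g, and the paper’s percentages are used here. Leaves were taken at 10 h (late morning, LM) and at 16 h (early evening, EE). This gives 6 groups of 3 libraries each, named here by time and water level (LM30, LM50, LM80, EE30, EE50 and EE80) with the replicate letters A, B and C. The sources used here do not say that a letter marks the same tree at both times, or that each library comes from a tree of its own, so p-values measure the spread between these libraries.

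The total count per library is the number of reads assigned to genes. Its range, with the median, was 19060025 to 22859393 (20351212) in LM30, 21235789 to 36688270 (23473620) in LM50 and 20151240 to 48110546 (37124419) in LM80. In the early evening it was 26807509 to 33917159 (27301736) in EE30, 22831424 to 30616906 (24568017) in EE50 and 17348563 to 41035506 (19774980) in EE80. The authors trimmed the reads, aligned them to the P. trichocarpa v4.1 genome with HISAT2 and counted them per gene with featureCounts. The header of the counts names no option for strand, for reads with several alignments or for reads over more than 1 gene, so the default of the tool applies: strand is ignored and such reads are left out. Closely similar paralogues therefore lose reads. The span of 2092 genes, introns included, overlaps that of another gene, and those whose exons overlap lose the reads there.

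From the raw counts, 1 model with 6 groups was fitted to the 23700 genes within the paper’s expression limits, with TMM normalization and the quasi-likelihood test of edgeR, and p-values were adjusted by the Benjamini–Hochberg method. The paper names edgeR, TMM, the robust dispersion function of edgeR and an adjusted p below 0.05, but its text does not name the test function. The main fit here used the standard dispersion estimate of edgeR instead. The robust dispersion with a likelihood ratio test was run as an alternative. In counts simulated from these libraries, for the contrast of LM30 with LM80, this test recovered 70 % of 100 genes changed 2-fold and 92 % of 100 genes changed 4-fold, and 6.36 % of its calls were false. In the same counts the likelihood ratio test recovered 82 % and 97 % with 30.4 % of its calls false, and DESeq2 78 % and 91 % with 15.1 % false. These shares of false calls depend on the 200 genes changed and come from a single simulated set. Simulated genes also vary independently, so the shares are not those among the calls in the real libraries.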

To understand molecular mechanisms underlying the long-term response to water deficit, we measured the transcriptomes of leaves harvested from hybrid poplar trees grown in three soil water content treatments at two times of day as described above. In total, more than 600 million 100-bp single-end reads were generated across 18 samples **[see****Supporting Information—Table S1****]**. 

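Table S1 of the paper lists 653354379 raw reads, of which 615375387 survived trimming. The counts assigned to genes add up to 493256314 over the 18 libraries. EE80 B had the fewest counts and LM80 B the most. Counts were seen for 25780 genes in LM80 C, the lowest number, and for 27067 genes in EE80 C, the highest.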

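The counts assigned to genes were 80.5 % (LM50 A) to 81.1 % (LM30 C) of the surviving reads in the 9 late morning libraries and 78.9 % (EE80 C) to 80.4 % (EE30 C) in the 9 early evening libraries. The number of surviving reads is the paper’s, from Table S1. The alignment percentages there, also the paper’s, are 90.0 % to 90.26 % in the late morning and 89.25 % to 89.79 % in the early evening, so every late morning library lies above every early evening library on both measures. The assignment percentages of Table S1 overlap, with 76.1 % to 77.4 % in the late morning and 75.2 % to 76.8 % in the early evening. The 20 genes with the most counts held 13.74 % (LM30 B) to 15.78 % (LM30 A) of a library in the late morning and 10.66 % (EE80 C) to 12.74 % (EE30 C) in the early evening.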

Approximately 90 % of reads passing the quality threshold (‘surviving reads’) mapped to unique loci in the *P. trichocarpa* v4.1 reference genome (Tuskan *et al.* 2006) **[see****Supporting Information—Table S1****]**. To identify the main sources of variation in the transcriptome data, we conducted a PCA on normalized read counts. 

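In the log2 CPM values of the 23700 genes (prior count 2), the 9 late morning libraries had scores of −79.64 (LM50 B) to −67.64 (LM30 A) on the first component, and the 9 early evening libraries had scores of 64.06 (EE30 C) to 84.96 (EE30 B). This component held 72.4 % of the variance, and 99.4 % of its sum of squares lay between the times of day. The water levels within a time of day held 0.127 % of it.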

The first principal component (PC1) explained 94 % of the variance in the transcriptome data (Fig. 3A). The samples were cleanly divided along this axis by the time of day at which they were collected, indicating that time of day was the greatest source of variation in the transcriptome data. 

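The genes given next, picked for large differences between the times of day at 80 % SWCg, were nearly absent at 1 time and expressed at the other. Potri.015G140800 (chromosome 15, 14748257 to 14750269, P. trichocarpa v4.1) was at 101 ± 4.03 CPM (SD, n = 3) in EE80 and 0.0451 ± 0.0444 CPM (SD, n = 3) in LM80, a log2 fold change of 11.26 (standard error 0.323, edgeR adjusted p = 1.77e-13). Because 1 LM80 library has no count of this gene, the size of the change depends on the prior count, and it was 10.52 without LM80 B. Potri.009G049900 (chromosome 9, 5513866 to 5514577) went the other way, with 74.6 ± 68.3 CPM in LM80 and 0.191 ± 0.148 CPM in EE80 (SD, n = 3 each, log2 fold change −8.63, standard error 1.03, edgeR adjusted p = 2.25e-06, −7.63 without LM80 C). Potri.004G187450 (chromosome 4, 20029594 to 20030408) was likewise higher in LM80, at 139 ± 175 CPM against 0.123 ± 0.155 CPM in EE80 (SD, n = 3 each, log2 fold change −9.56, edgeR adjusted p = 1.92e-05), and its LM80 libraries range from 13.8 to 339 CPM. As 1 EE80 library has no count of it, this size depends on the prior count too, with −7.76 without LM80 C and −11.55 without EE80 C.

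Over all genes, time of day held 72 % of the sum of squares, water level within a time of day 8.63 % and replicates within groups 19.4 %. These parts have 1, 4 and 12 degrees of freedom, and the share of water level includes spread between replicates. All late morning libraries carry 1 run tag and all early evening libraries another. A difference between runs therefore cannot be told apart from time of day, for a single gene or for these shares. From the division of the libraries along the first component, the paper concludes that time of day was the main source of variation.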

The second (PC2, 2 % of variation) and third component (PC3, 1 % of variation) explained the variance in response to the drought treatments (Fig. 3A; **see****Supporting Information—Fig. S4**). 

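The second component held 5.69 % of the variance and component 3 held 3.99 %. Water level within a time of day held 59.3 % of the sum of squares on the second component and 21.6 % on component 3. With 4 degrees of freedom for water level and 12 for replicates, spread between replicates alone gives some share. Neither share was tested against it. On the second component LM30 A, B and C had scores of 13.5, 35.8 and 27.75, above every other late morning library (−38.69 in LM80 A to 5.16 in LM80 C). In the early evening EE30 C had a score of 37.39, while EE30 A and EE30 B, at 4.73 and 4.56, lay below EE50 C at 7.97. Within each replicate letter the early evening scores fell from EE30 to EE50 to EE80. EE50 A and EE80 A were at −6.92 and −34.85, EE50 B and EE80 B at 0.75 and −8.92, and EE80 C at −5.42. Over the 500 most variable genes the shares of components 2 and 3 were 2.12 % and 1.19 %.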

The samples are imperfectly stratified by the water treatment group along this axis. 

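Distances between libraries over all 23700 genes were compared between one water level and the other two at the same time of day, by a test chosen after the data were seen (pseudo-F, exact permutation over 84 splits of 9 libraries). LM30 stood apart from LM50 and LM80 with a pseudo-F of 2.09 (exact p = 0.0119, the smallest possible), and EE30 from EE50 and EE80 with a pseudo-F of 1.59 (exact p = 0.0476). The values of the other groups were 1.06 for LM80 (exact p = 0.393), 0.819 for LM50 (exact p = 0.679), 1.56 for EE80 (exact p = 0.0595) and 0.698 for EE50 (exact p = 0.917). The separation of LM30 was lost without LM30 B (exact p = 0.0714). That of EE30 was lost without EE30 A (exact p = 0.179), EE30 B (0.107), EE50 A (0.0714), EE50 C (0.0536), EE80 A (0.0893), EE80 B (0.0893) or EE80 C (0.0536), and whether the separation differs between the times was not tested. Without 1 library there are fewer splits and the smallest possible p is higher, so a loss can also come from the coarser test. The splits leave the replicate letters aside. Deviations of EE30 and EE80 from their group means correlated by letter, at 0.206 for A, 0.197 for B and 0.378 for C.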

The transcriptomes of leaves from 30 % SWCg were strongly separated from the transcriptomes of the other treatment groups in the late morning; this separation was less apparent in the transcriptome data from the early evening.

**Figure 3.**
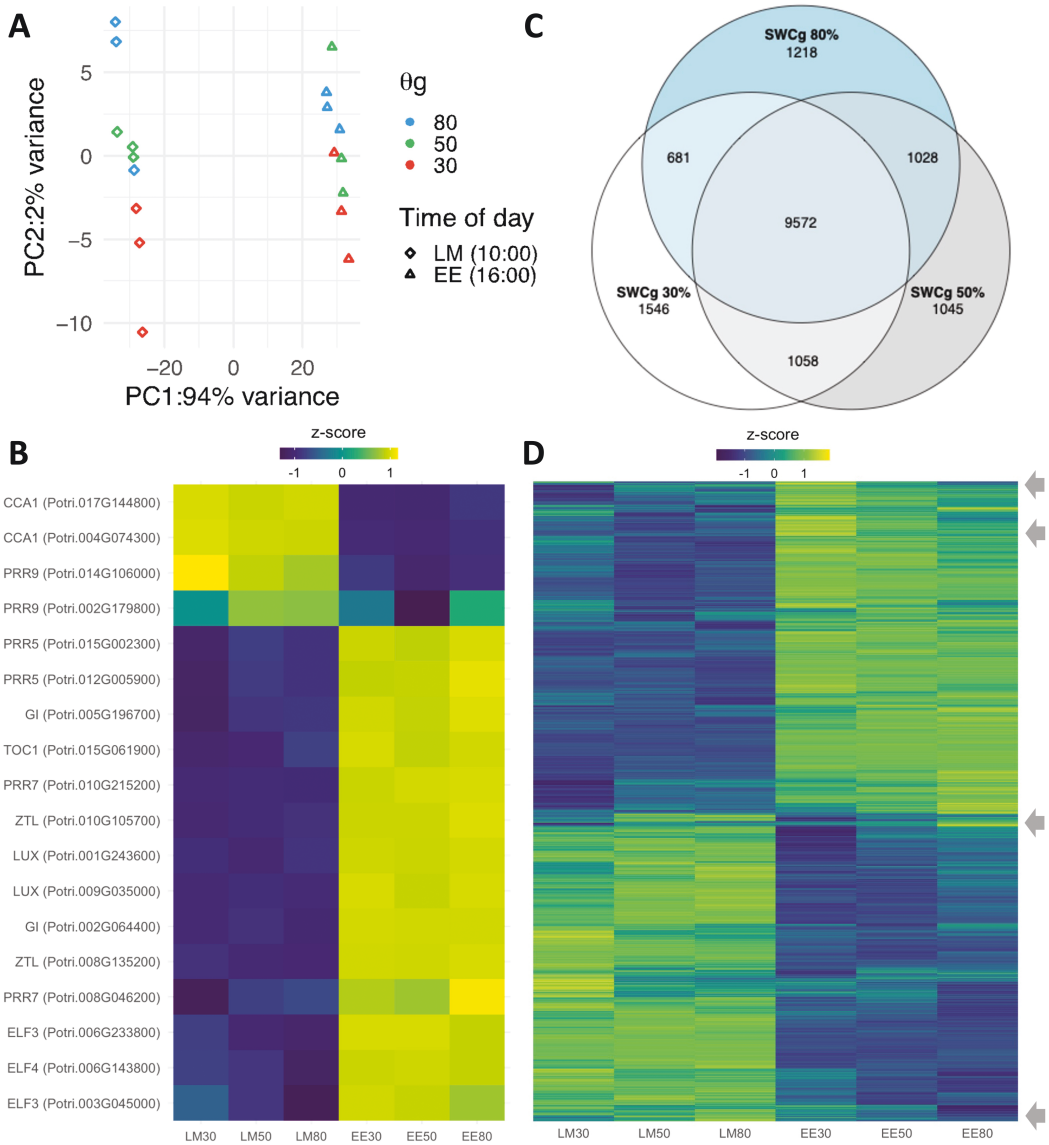
The time of day of sampling produced the strongest signal in the leaf transcriptome data. (A) Principal component analysis of filtered normalized counts for all detected transcripts (23 700 genes). Shape of data point corresponds to time of sampling (diamonds for LM samples; triangles for EE samples); colour corresponds to soil water treatment (blue for SWCg 80 %; green for SWCg 50 %; red for SWCg 30 %). (B) Heatmap of transcript profiles of selected clock genes. The heatmap colours correspond to the *z*-score for each gene in each condition. The *z*-score is a scaling method used to display relative expression levels. Blue tones indicate that expression is below the mean expression value and yellow tones indicate higher than the mean expression value. (C) 16 148 genes were differentially expressed between the morning and evening sampling points. Venn diagram showing that many genes were differentially expressed (|log_2_fc| > 0, FDR < 0.05) in all soil water conditions. (D) Heatmap of the 16 148 genes that were differentially expressed between the morning and afternoon time points (same genes as in B). Heatmap colours correspond to *z*-scores. The arrows identify clusters of genes whose expression profiles are influenced by both time of day of sampling and water status.

Given the strong effect of time of day in the data set, we mapped the transcript abundance profiles of genes with well-characterized daily expression patterns to explore their expression in the present experimental conditions. We plotted the transcript abundance of 18 circadian clock genes (Fig. 3B). 

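Of the 18 clock genes of Fig. 3B, with the names given there, 14 were higher in EE80 and 3 in LM80 at an edgeR adjusted p below 0.05 (the same numbers when adjusted over the list alone). CCA1, a MYB transcription factor of the morning, has 2 members. Potri.017G144800 (chromosome 17, 14519739 to 14523284) was at 196 ± 15.9 CPM in LM80 and 47.0 ± 4.36 CPM in EE80 (SD, n = 3 each, log2 fold change −2.06, edgeR adjusted p = 8.5e-10). Potri.004G074300 (chromosome 4, 6180448 to 6184671) fell from 94.9 ± 7.10 CPM to 5.775 ± 1.495 CPM (SD, n = 3 each, log2 fold change −4.04, edgeR adjusted p = 1.38e-12). Of the genes named PRR9, pseudo-response regulators, Potri.014G106000 (chromosome 14, 7107684 to 7112847) was at 161 ± 15.4 CPM in LM80 and 64.3 ± 3.61 CPM in EE80 (SD, n = 3 each, log2 fold change −1.32, edgeR adjusted p = 4.95e-08).

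The genes higher in the early evening included both members of PRR5, with log2 fold changes of 4.62 (Potri.012G005900, 31.3 ± 6.63 CPM in LM80 and 775 ± 17.3 CPM in EE80, SD, n = 3 each) and 2.25 (Potri.015G002300). Both members of GI (1.94 and 1.43), TOC1 (0.91) and ELF4 (1.73) were higher too, as were both members of ELF3 (2.92 and 1.07). Large log2 fold changes were also those of the genes named ZTL, an F-box protein that acts in protein turnover, and LUX, a transcription factor of the evening complex. Potri.008G135200, named ZTL, rose from 0.283 ± 0.173 CPM to 169 ± 10.0 CPM (SD, n = 3 each, log2 fold change 9.02, edgeR adjusted p = 5.98e-14), and Potri.010G105700, also named ZTL, had a log2 fold change of 5.85. Potri.001G243600, named LUX, rose from 0.133 ± 0.088 CPM to 18.0 ± 2.74 CPM (SD, n = 3 each, log2 fold change 6.99, edgeR adjusted p = 1.9e-09), and Potri.009G035000, also named LUX, had a log2 fold change of 4.48. At 50 % SWCg 14 clock genes were higher in the early evening and 4 in the late morning, and at 30 % SWCg the numbers were again 14 and 3.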

As expected, the morning-phase clock genes CCA1 and PRR9, for example, have higher expression values in the late morning, and other afternoon/evening genes have higher expression in the early evening (Fig. 3B). Paralogues of PRR7 and PRR9 were found to have different expression patterns and had different expression profiles in response to the drought treatments. This was consistent with divergent expression of clock gene paralogues in *Brassica rapa* (Greenham *et al.* 2020). 

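The members of the PRR7 pair differ in their daily change. Potri.010G215200 (chromosome 10, 20262808 to 20271048) was at 43.7 ± 6.86 CPM in LM80 and 238 ± 24.1 CPM in EE80, a 5.45-fold increase (SD, n = 3 each, edgeR adjusted p = 2.39e-10), and Potri.008G046200 (chromosome 8, 2674335 to 2683096) was at 138 ± 11.05 CPM and 187 ± 4.19 CPM, a 1.35-fold increase (SD, n = 3 each, edgeR adjusted p = 8.85e-05). Of the PRR9 pair, Potri.002G179800 (chromosome 2, 14117543 to 14123501) was at 153 ± 3.61 CPM in LM80 and 149 ± 19.1 CPM in EE80 (SD, n = 3 each, log2 fold change −0.04, standard error 0.087, edgeR adjusted p = 0.708), unlike its paralogue Potri.014G106000, which was higher in the late morning. The log2 ratio of Potri.014G106000 to Potri.002G179800 was 0.07 ± 0.168 in LM80 and −1.20 ± 0.242 in EE80 (SD, n = 3 each).

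In the late morning Potri.014G106000 was at 196 ± 18.9 CPM in LM30, with Potri.002G179800 at 145 ± 5.72 CPM (SD, n = 3 each), and the log2 ratio of the pair was 0.44 ± 0.126 in LM30, 0.14 ± 0.0307 in LM50 and 0.07 in LM80. The difference in the ratio between LM30 and LM80 was 0.37 (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 libraries allow), and in the other 7 comparisons of a ratio with 80 % SWCg the exact p was 0.4 to 1. None of the 18 clock genes passed the test of edgeR in a contrast of 30 or 50 % with 80 % SWCg (0 calls when adjusted over the list alone too). The smallest adjusted p in these contrasts was 0.163, for GI Potri.005G196700 in LM30 against LM80 (log2 fold change −0.32), and reads shared by paralogues were not counted.

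**Figure D1:**
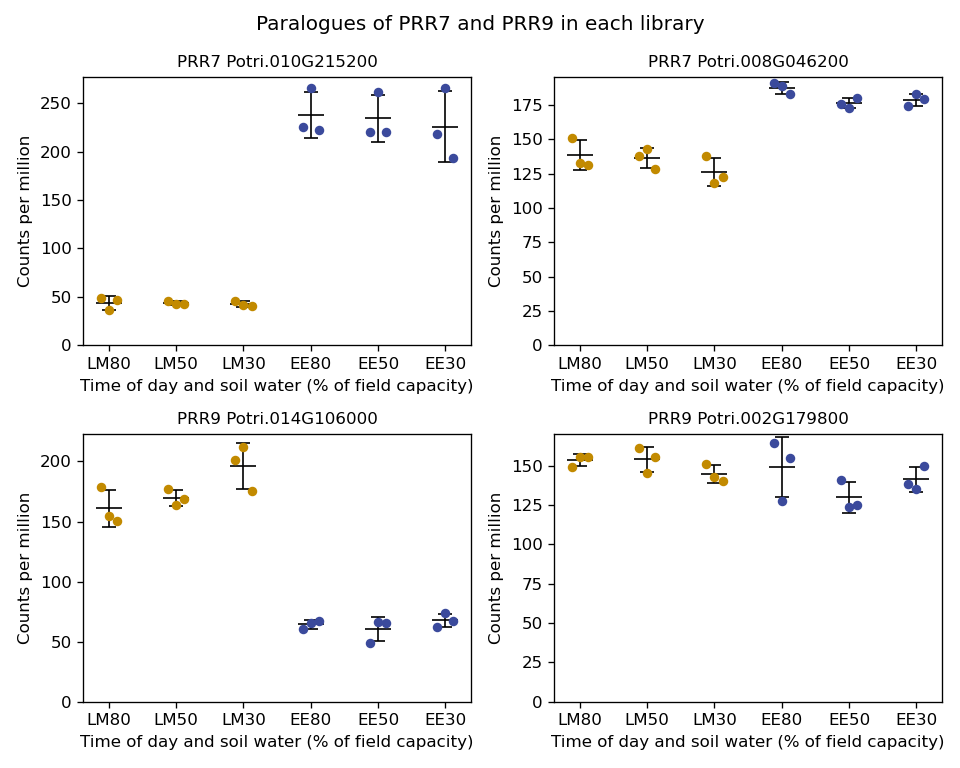
CPM of the 2 members of PRR7 and of PRR9 in each library (points, 3 per group), with the mean and SD of each group, by time of day and soil water level. Potri.010G215200 lies near 43.7 CPM in the late morning and near 238 CPM in the early evening, and Potri.002G179800 stays near 149 to 153 CPM at 80 % SWCg.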

For each water treatment, transcripts that were differentially expressed between the two sampling times (Fig. 3C; FDR-adjusted *P* < 0.05) were identified. In total, 16 148 DEGs were identified of which approximately half were higher in the morning, and half were higher in the evening (Fig. 3C; **see****Supporting Information—Tables S4****and****S5**). 

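Of the 23700 genes tested, 15877 (67 %) differed between early evening and late morning at 1 or more water levels. Of these, 8351 were higher in the early evening and 7520 in the late morning, and 6 changed direction between water levels. By water level, 6476 genes were higher and 5807 lower in the early evening at 80 % SWCg, 6821 and 5718 at 50 % SWCg, and 6710 and 5941 at 30 % SWCg (edgeR quasi-likelihood test, 3 libraries per group). The median size of the log2 fold change of called genes was 0.75 at 80 % SWCg. The groups at both times of day did not overlap for 58.2 % of all genes at 80 % SWCg, 62.8 % at 50 % SWCg and 57.4 % at 30 % SWCg, where chance gives 10 %. With the size factors of DESeq2 in place of TMM, the genes higher in the early evening at 80 % SWCg were 49.8 % of those called, against 52.7 % with TMM.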

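The difference between the times of day was called in all 3 water levels for 9457 genes (59.6 % of the genes called in any), in exactly 2 for 2682 and in exactly 1 for 3738. Those called at a single level were 1157 at 80 % SWCg, 1042 at 50 % SWCg and 1539 at 30 % SWCg. Of the genes called at a single level, 2993 (80.1 %) had the same direction of change in all 3 levels. No gene called in all 3 levels changed direction between them, and the median size of their log2 fold change at 80 % SWCg was 0.85.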

More than 9500 genes were differentially expressed between the sampling times in all treatment groups, while only 3809 genes were differentially expressed at a single level of drought stress (Fig. 3C). While most genes that were differentially expressed between the morning and evening samples were unaffected by the soil water conditions, several small groups of transcripts were affected by both the time of sampling and by water availability (Fig. 3D; **see****Supporting Information—Fig. S5**). 

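Of the 16 late morning genes that differed from 80 % SWCg, 13 (81.2 %) also differed between the times of day at 1 or more water levels. Of the 460 early evening genes, 413 (89.8 %) did so. Among the genes that differed between the times of day, 99.92 % were not called for water level in the late morning and 97.4 % were not called in the early evening. Of all genes tested, only 0.0675 % were called in LM30 and 1.94 % in EE30. The shares not called thus follow mostly from the small number of calls. The same libraries enter the comparisons of water level and of time of day, so no chance value is given for the number in common.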

Genes that responded to both drought and time of day were enriched for several GO terms including RNA processing and DRN repair activities in the early evening and ATP binding and cellular metabolism in the late morning **[see****Supporting Information—Fig. S6****]**.

### DEGs at each time of day have distinct functions in the drought-stress response

For each time of day, we identified DEGs between the drought-treated (30 % and 50 % SWCg) and the control samples (80 % SWCg, FDR < 0.05). In total, 971 DEGs were identified between the late morning samples, and 1448 DEGs were found between the early evening **[see****Supporting Information—Fig. S7****]**. 

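In the late morning, 16 genes differed from 80 % SWCg at 30 % or 50 % SWCg, 4 of them higher and 12 lower in LM30. Potri.002G065300 (chromosome 2, 4477176 to 4479580) rose from 2.03 ± 0.604 CPM in LM80 to 7.15 ± 1.20 CPM in LM30 (SD, n = 3 each, log2 fold change 1.82, standard error 0.268, edgeR adjusted p = 0.0234), and Potri.003G192500 (chromosome 3) had a log2 fold change of 1.29 (edgeR adjusted p = 0.0431). Potri.002G165000 (chromosome 2, 12624578 to 12625654) fell from 5.54 ± 0.905 CPM to 2.41 ± 0.607 CPM (SD, n = 3 each, log2 fold change −1.17, standard error 0.192, edgeR adjusted p = 0.0364), and Potri.001G074800 (chromosome 1) had a log2 fold change of −1.13 (edgeR adjusted p = 0.0493). The call of Potri.002G065300 was lost without LM30 B, LM30 C, LM80 B or LM80 C (edgeR adjusted p = 0.0535 to 0.154). That of Potri.002G165000 was lost without LM30 B, LM30 C, LM50 A, LM80 B, LM80 C, EE30 A, EE50 B or EE80 C (edgeR adjusted p = 0.0523 to 0.233). That of Potri.003G192500 was lost without any of these 8 or without LM50 B, EE50 C or EE80 A (edgeR adjusted p = 0.0516 to 0.233), and that of Potri.001G074800 without any library other than LM80 A, LM80 C, EE30 C and EE50 A (edgeR adjusted p = 0.0503 to 0.233).

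At the second time of day, the early evening, 460 genes differed from 80 % SWCg, 196 of them higher and 264 lower in EE30. Potri.010G226200 (chromosome 10, 20981003 to 20981780) rose from 1.00 ± 0.632 CPM in EE80 to 5.04 ± 1.36 CPM in EE30 (SD, n = 3 each, log2 fold change 2.23, standard error 0.501, edgeR adjusted p = 0.0344), and Potri.010G021800 (chromosome 10) had a log2 fold change of 1.75 (edgeR adjusted p = 0.0277). Potri.013G113400 (chromosome 13, 12189560 to 12191381) fell from 1.90 ± 0.980 CPM to 0.333 ± 0.259 CPM (SD, n = 3 each, log2 fold change −2.36, standard error 0.551, edgeR adjusted p = 0.0398), and Potri.002G260000 (chromosome 2) had a log2 fold change of −1.79 (edgeR adjusted p = 0.0319). Without EE30 A, EE30 B, EE80 A or EE80 C each of these 4 calls was lost, with edgeR adjusted p = 0.0841 to 0.146 for Potri.010G226200 and 0.0889 to 0.126 for Potri.010G021800. The call of Potri.002G260000 was also lost without EE30 C (edgeR adjusted p = 0.0596 to 0.158 over the 5 libraries), and that of Potri.013G113400 without LM50 A, LM50 B, LM50 C or LM80 B (edgeR adjusted p = 0.0504 to 0.183 over the 8 libraries).

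For LM30 against LM80 DESeq2 called 532 genes and the robust dispersion of edgeR, which the paper names, with a likelihood ratio test 694. In the quasi-likelihood test 3575 genes had an unadjusted p below 0.05. For EE30 against EE80 the numbers were 997, 1576 and 4163. A block for the replicate letter gave 256 genes for LM30 against LM80 and 739 for EE30 against EE80. Single libraries changed the late morning count to 0 (without LM30 B or LM80 B), 1 (LM30 C), 4 (LM50 A or EE30 A), 5 (LM50 B), 9 (LM50 C, LM80 C, EE50 B or EE80 C), 10 (EE50 C), 25 (EE80 B), 35 (EE30 C) or 171 (LM80 A). The early evening count became 62 without EE80 A, 85 without EE30 A, 86 without EE80 C, 121 without EE30 B, 712 without LM80 A and 738 without LM30 B.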

Transcript profiles were then hierarchically clustered using the complete linkage method, resulting in 960 of the morning DEGs and 1423 of the evening DEGs assigned to clusters. Clusters that included more than 20 genes and had highly correlated (pairwise correlation > 0.99) transcript profiles were further characterized (Fig. 4A–D; **see****Supporting Information—Fig. S7****and****Supporting Information—Table S6**). Amongst these clusters, four principal expression patterns were observed (Fig. 4C and D): transcripts that had increased abundance only at the lowest level (30 % SWCg) of water availability (patterns I: 226 genes, and VI: 27 genes), transcripts whose abundance increased gradually with decreasing soil water availability (patterns II: 227 genes, and VII: 560 genes), transcripts that had decreased abundance only at the lowest level (30 % SWCg) of water availability (patterns III: 389 genes, and VIII: 40 genes) and transcripts whose abundance decreased gradually with decreasing water availability (patterns IV: 118 genes, and IX: 631 genes). 

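The level at 50 % SWCg was placed between those at 80 % SWCg (position 0) and at 30 % SWCg (position 1) on the log2 CPM scale, in place of clusters. Of the late morning genes with a position within 0.25 of 0, changed only at 30 % SWCg, 2 were higher and 10 were lower in LM30, and of those with a position from 0.25 to 0.75, a graded change, 2 were higher and 2 lower. Of the early evening genes, 19 were higher and 28 lower only at 30 % SWCg, and 162 were higher and 203 lower with a graded change. The late morning genes with a graded rise were Potri.002G065300 (position 0.429) and Potri.003G192500 (0.279). Potri.002G165000 had a graded fall (0.509), and Potri.001G074800 fell only in LM30 (0.017). In the early evening Potri.010G226200 rose (0.681) and Potri.002G260000 fell (0.358) in a graded way, and Potri.013G113400 fell only in EE30 (0.209).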

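The DEGs whose level at 50 % SWCg lay at a position within 0.25 of 1, as far from 80 % SWCg as the level at 30 % SWCg, numbered 44 in the early evening, 14 of them higher and 30 lower under low and moderate water than at 80 % SWCg. In the late morning this number was 0 of 16 DEGs by the quasi-likelihood test of edgeR, 5 of 532 by DESeq2 and 11 of 694 by the likelihood ratio test. By position alone, with no call in EE50, Potri.010G021800 was among the higher early evening genes (position 0.839) and Potri.004G184200 among the lower (position 0.831), with 11.9 ± 1.19 CPM (SD, n = 3) in EE50.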

In the early evening DEGs, however, two additional distinct patterns are seen: upregulated and downregulated in low and moderate water availability (pattern V: 66 genes, and X: 99 genes). These two patterns account for 12 % (165/1423) of the clustered early evening genes. Additionally, in the early evening, 84 % (1191/1423) of clustered DEGs had a graded response to water availability, wherein transcripts in the 50 % SWCg accumulated to a moderate level between the 30 % and 80 % SWCg values (pattern VI: 560 genes; pattern IX: 631 genes). In contrast, in the late morning, 64 % (615/960) of the clustered genes were increased (pattern I) or decreased (pattern III) only in the 30 % SWCg treatments.

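The genes at low and moderate levels alike were 9.57 % of the early evening DEGs (95 % Wilson interval 7.2 % to 12.6 %, counting error only). With the calls of DESeq2 the share was 12.5 % and with those of the likelihood ratio test 15.9 %, of 252 genes, 91 higher and 161 lower. It was 4.65 % without EE30 A, 2.44 % without EE30 B, 22.5 % without EE50 A and 26.4 % without EE80 B, and 21.1 % with limits of 0.33 and 0.67.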

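Of the 460 early evening DEGs, 365 (79.3 %, 95 % Wilson interval 75.4 % to 82.8 %) had a graded change, with a position of 0.25 to 0.75. The position of the 50 % level had a median of 0.516, with quartiles at 0.36 and 0.639 and a range of −0.191 to 1.41. Only 4 genes (0.87 %) lay outside all patterns. The 80 % SWCg libraries enter both ends of this position, so their chance deviation moves the levels at 30 % and 50 % away from 80 % alike. This alone can give a graded position, and the graded share without an effect of water was not simulated. Over the genes with the smallest p in EE30 or EE50, the slope of the 50 % on the 30 % log2 fold change was 0.628. In 20 simulations without an effect it was 0.618 to 0.718. Other measures over these genes lay above the simulations. The slope of the 30 % on the 50 % fold change was 1.01 (highest simulated 0.747) and rho was 0.856 (highest simulated 0.748). None of these measures is the graded share, so how much of it the shared libraries give cannot be told. With narrower limits of 0.33 and 0.67 the graded share was 58.5 %.

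**Figure D2:**
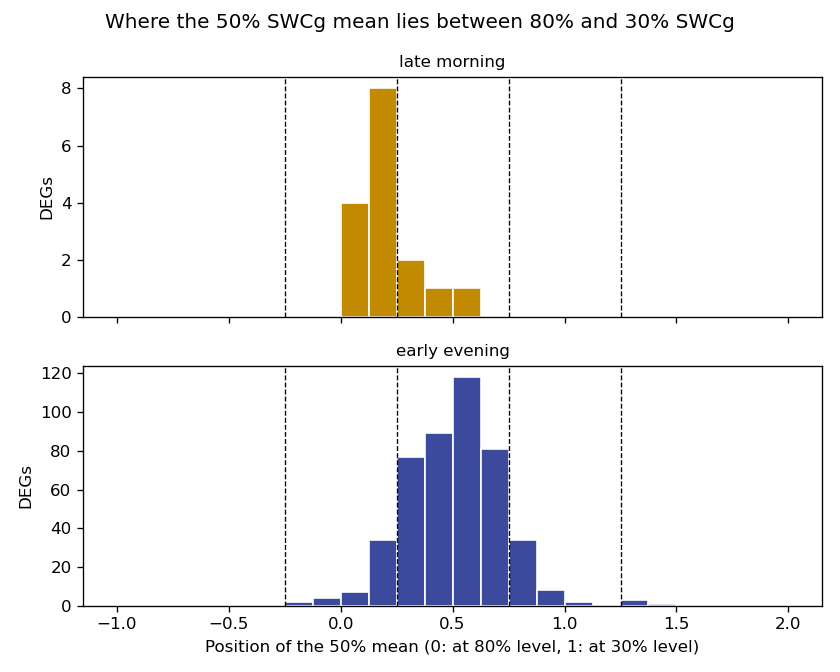
Number of DEGs by the position of the mean log2 CPM at 50 % SWCg between 80 % SWCg (0) and 30 % SWCg (1), for 16 late morning genes (top) and 460 early evening genes (bottom). Dashed lines mark the limits of the patterns at a distance of 0.25 from 0 and from 1, and the medians are 0.182 in the late morning and 0.516 in the early evening.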

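Of the 16 late morning DEGs, 12 (75 %, 95 % Wilson interval 50.5 % to 89.8 %) changed only at 30 % SWCg and 4 (25 %) had a graded change. The position of the level at 50 % SWCg ranged from 0.01 to 0.509, with quartiles at 0.135 and 0.239. Among the 532 late morning DEGs of DESeq2, 279 (52.4 %) changed only at 30 % SWCg, 89 of them higher and 190 lower, and 243 (45.7 %) had a graded change. The share was 14.6 % without LM80 A and 40 % without LM50 B, and without LM30 B or LM80 B no DEG was called by edgeR.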

**Figure 4.**
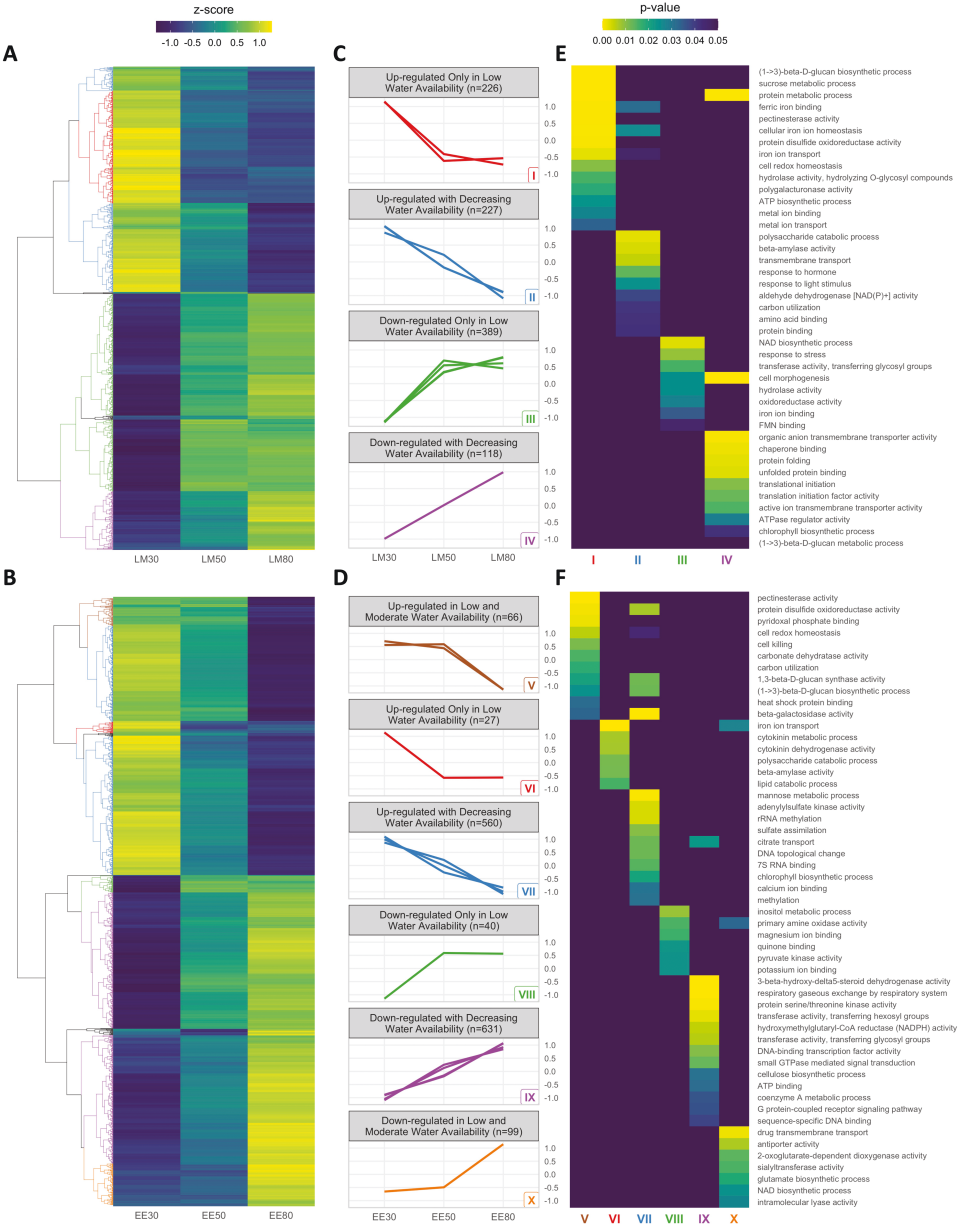
The extent of water deficit and time of day induce distinct patterns of gene expression with diverse molecular functions. (A and B) Differentially expressed genes each of the drought stress treatments and the control samples (FDR < 0.05) were hierarchically clustered according to scaled expression profiles. (A) Heatmap of DEGs in the late morning samples (LM, *n* = 981) and (B) heatmap of DEGs in the early evening samples (EE, *n* = 1464). Dendrograms are coloured to highlight the clusters further characterized in (C) and (D). (C and D) Scaled expression profiles of clusters within each of the expression patterns; each line is the mean expression of all transcripts in one cluster identified in (A) or (B). (E and F). Selected enriched GO terms within each of the expression patterns identified in (C) and (D) (*P* < 0.05).

We next performed a gene set enrichment analysis of each of the clustered gene patterns. The enriched GO terms revealed distinct functional responses within the gene expression patterns of DEGs (Fig. 4E and F; **see****Supporting Information—Fig. S8**). Notably, we found that functionally different gene sets were enriched for the same expression patterns observed in the morning and evening. For example, genes that were downregulated with decreasing water availability were enriched for translational initiation and posttranslational modification in the morning, but cell signalling and DNA binding in the evening. Moreover, we show that common GO terms were enriched in different expression profiles in the morning and evening samples. For instance, functions related to cell wall modification were expressed only in low water availability in the morning, but in both low and moderate water availability in the evening.

### Global analysis of time-of-day transcriptome identifies poplar response to water stress

To determine if any genes were universally responsive to the water stress treatment in our experiments, we selected the top 1000 DEGs (FDR rank-ordered) for each water stress treatment (30 % and 50 % SWCg) compared to the control (80 % SWCg) at each time of day **[see****Supporting Information—Table S7****]**. This analysis found just over half of the possible 4000 genes that could be generated by this analysis (2362 genes) were differentially expressed in only one contrast (Fig. 5A). 

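The 4 lists of 1000 genes with the smallest p-values held 3185 different genes, and 2488 of them were in exactly 1 list. Of these, 661 were in the list of LM30 alone, 492 in that of EE30 and 524 in that of EE50. Lists drawn independently from 23700 genes would give 3510 genes in exactly 1 list. In 20 simulations without any effect of water, in which lists of 1 time of day share their 80 % SWCg libraries, the mean was 2819. Simulated genes vary independently and the deviations of real libraries do not, so chance can reach beyond the simulated values. The order of genes rests on the unadjusted p, since adjusted values tie.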

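Of the genes in more than 1 list of 1000, 581 were in exactly 2, 114 in exactly 3 and 2 in all 4, where independent lists would give 232, 6.82 and 0.0751 and the simulations without an effect gave means of 504.6, 51.8 and 4.15. The genes in all 4 lists were Potri.013G106100 (chromosome 13, 11522334 to 11525143) and Potri.004G184200 (chromosome 4, 19784331 to 19786772). Potri.013G106100 was higher than at 80 % SWCg in each contrast, with log2 fold changes of 1.16 in LM30, 0.56 in LM50, 0.63 in EE30 and 0.38 in EE50. In the early evening it was at 20.6 ± 2.95 CPM in EE30 and 13.4 ± 2.31 CPM in EE80 (SD, n = 3 each, edgeR adjusted p = 0.0342). Potri.004G184200 was lower in each contrast, with log2 fold changes of −0.44 in LM30, −0.23 in LM50, −0.50 in EE30 and −0.42 in EE50. It was at 11.23 ± 1.195 CPM in EE30 and 15.8 ± 1.29 CPM in EE80 (SD, n = 3 each, edgeR adjusted p = 0.041). In the other 3 contrasts neither gene passed the test (edgeR adjusted p = 0.0625 to 1). Potri.013G106100 in LM30 against LM80 was called by DESeq2 (adjusted p = 0.00862) and by the likelihood ratio test (0.00357). In edgeR it was called with a block for the replicate letter (adjusted p = 0.0301) and with 1 surrogate variable (0.0451). It was also called in edgeR without LM80 A (adjusted p = 0.0257), EE30 C (0.045) or EE80 B (0.0456). The number of genes in all 4 lists ranged from 0 without LM50 B to 12 without LM80 C. Single libraries gave 4 (without LM80 A or EE30 A), 5 (LM80 B or EE50 A), 6 (LM30 B, LM30 C or EE30 B) or 7 (EE30 C or EE80 B). The call of Potri.013G106100 in EE30 was lost without EE30 A, EE30 B, EE80 A or EE80 C (edgeR adjusted p = 0.128 to 0.167), and that of Potri.004G184200 without these or LM30 A, LM50 A, LM50 B, LM50 C, LM80 B or EE50 B (edgeR adjusted p = 0.0504 to 0.171).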

The remaining genes were differentially expressed in two (565 genes), three (152 genes) or all four (13 genes) contrasts (Fig. 5A; **see****Supporting Information—Table S8**). The list of DEGs identified in the late morning 50 % vs. 80 % SWCg contrast was dissimilar to the other three DEG lists; more than 80 % of DEGs (812/1000) on this list were unique to this treatment. 

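Of the list of LM50 against LM80, 811 of 1000 genes were in no other list. This list shared 129 genes with that of LM30, 46 with that of EE30 and 42 with that of EE50, where 2 independent lists would share 42.2. In simulations without an effect, the means were 191.1, 72.85 and 73.35 genes (at most 212, 83 and 82), all above the observed numbers, and 711 genes of this list (688 to 746) were in no other. All genes of this list had an adjusted p of 1 in edgeR, at unadjusted p of up to 0.0855.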

Of the 565 DEGs that were common to two patterns, 435 (77 %) were common to different treatments at the same time of day.

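Of the 581 genes in 2 lists, 414 (71.3 %) were in the lists of 30 % and 50 % SWCg at the same time of day. The lists of EE30 and EE50 had 403 genes in common, against a mean of 206 and a highest value of 229 in simulations without an effect. Across the times of day, where no library is shared, the lists of LM30 and EE30 had 168 genes in common (simulated mean 72, highest 84) and those of LM30 and EE50 had 147 (simulated mean 69.6, highest 82). The highest values are no limit of chance, as simulated genes vary independently while real libraries of different groups share deviations. The number within a time of day holds what the shared 80 % SWCg libraries add, and with 3 such libraries per time they could not be split into groups of 2 or more.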

**Figure 5.**
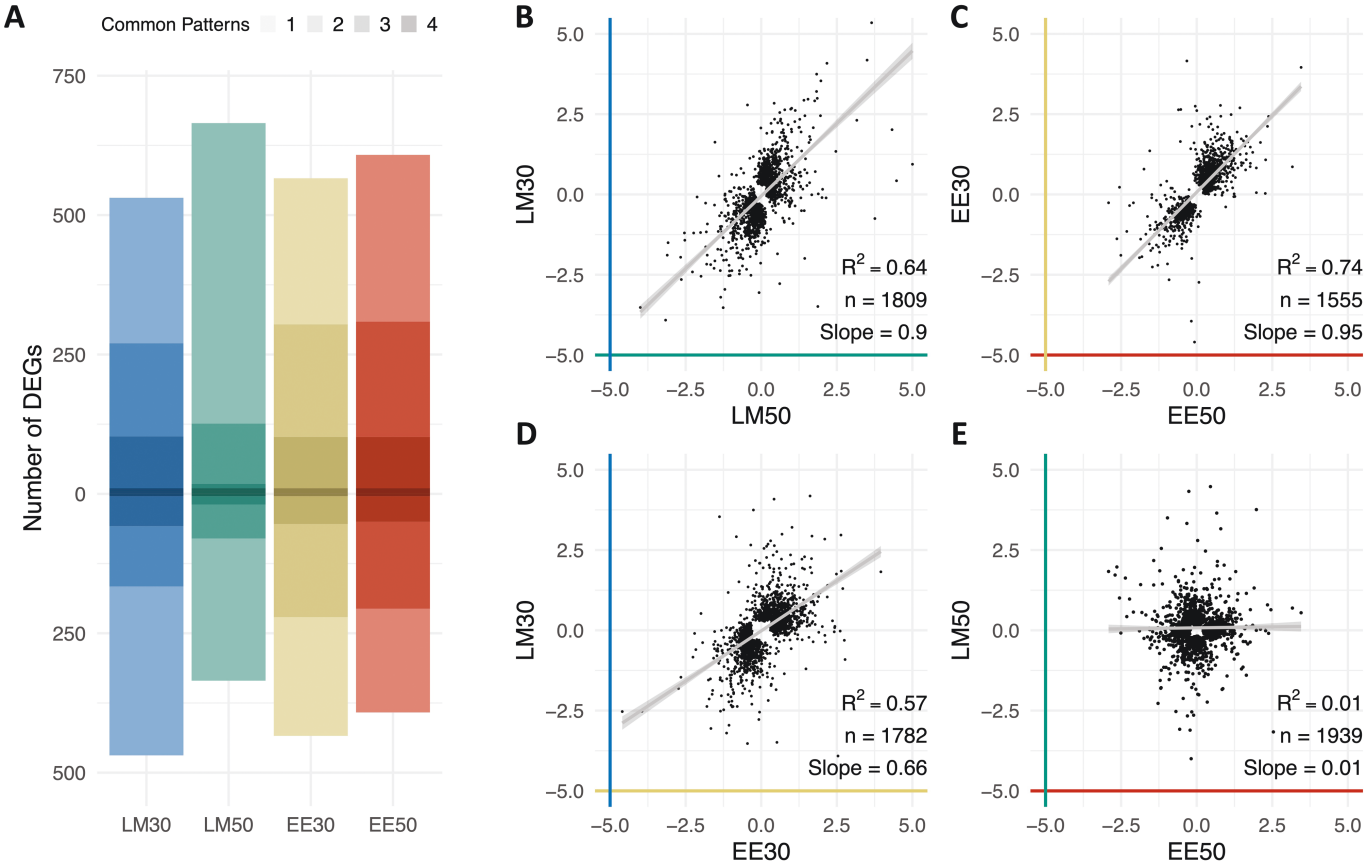
The extent of water deficit and time of day interact to induce distinct transcriptome-wide profiles, indicating condition-dependent quantitative shifts in gene expression. (A) The top 1000 up- and downregulated genes (ranked by FDR) in SWCg 30 % and SWCg 50 % at each time of day. The stacked bar chart is used to highlight the proportion of genes in list that are common to other lists in the analysis. The darkest sections of the bar charts indicate the proportion of genes that were in the top 1000 DEG in all four contrasts; the next darkest sections of the bar charts indicate the proportion of genes that were in the top 1000 DEG in three contrasts, and so on. The lightest section of the bars indicates the proportion of the DEGs that were unique to a given contrast. (B–E) Pearson correlation of expression changes between SWCg 30 % or SWCg 50 % relative to SWCg 80 % at different times of day. (B) Response to extent of water limitation in late morning. (C) Response to extent of water limitation in the early evening. (D) Response to SWCg 30 % at two times of day. (E) Response to SWCg 50 % at two times of day. Each point represents the expression changes of a single gene. Linear regression line shown in grey. Pearson correlation coefficient (*R*^2^), number of genes and slope of the regression line are shown on each plot. The colours of the axes match the colours used in panel (A).

To explore the quantitative relationships between the milder and more severe water-limiting treatments, we calculated Spearman’s rank correlation coefficient for the top 1000 DEGs for each treatment as described above. We found a weaker correlation between the expression of the genes in response to milder (50 % SWCg) and more severe water deficits (30 % SWCg) in samples collected in the morning (rho = 0.65, Fig. 5B) compared to samples collected in the evening (rho = 0.81, Fig. 5C), although the slope of these relationships was similar. 

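Across genes, the log2 fold changes at 50 % and 30 % SWCg had a Spearman’s rho of 0.615 in the late morning (1871 genes in either list) and 0.856 in the early evening (1597 genes), and genes are not independent replicates. The direction was the same for 85.2 % of these genes in the late morning and 98.2 % in the early evening. The slope of the 30 % on the 50 % fold change was 0.831 and 1.01. Without any effect, sharing the 80 % SWCg libraries gave a rho of 0.664 to 0.712 in the late morning and 0.695 to 0.748 in the early evening in 20 simulations. The simulated direction was the same for 85.94 % to 89.43 % of genes in the late morning, above the observed share. In the early evening it was the same for 87.44 % to 90.49 %. The simulated slopes were 0.578 to 0.679 in the late morning and 0.6115 to 0.747 in the early evening. Over all 23700 genes, the covariance of the fold changes was 0.0459 in the late morning (simulated 0.0334 to 0.0390) and 0.0597 in the early evening (simulated 0.0341 to 0.0383). Real libraries share deviations that the simulations lack. The shared libraries may account for all of the covariance in the late morning and for part of it in the early evening. Leaving out 1 library gave a rho of 0.515 (without LM50 C) to 0.695 (without LM80 B) in the late morning and 0.804 (without EE50 B) to 0.898 (without EE80 B) in the early evening.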

We also determined a moderate correlation between the expression of DEGs in the more severe water-limiting conditions (30 % SWCg) between the morning and evening (rho = 0.64, Fig. 5D), while no relationship existed between the expression of DEGs in the milder water-limiting conditions (50 % SWCg) across sampling time (rho = 0.01, Fig. 5E). 

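Between the times of day no library is shared. The log2 fold changes at 30 % SWCg in the late morning and in the early evening had a Spearman’s rho of 0.654 across 1832 genes, with the same direction for 81.4 % of them, and simulations without an effect gave −0.0268 to 0.0635. At 50 % SWCg the rho across 1958 genes was −0.0275, with the same direction for 48.3 %, and simulations gave −0.0473 to 0.0608. These ranges hold for genes that vary independently and understate chance, since the real libraries share deviations. Potri.013G106100 and Potri.004G184200 are among the genes with 1 direction in all 4 contrasts. The rho at 30 % SWCg was 0.383 without LM80 A, and that at 50 % SWCg ranged from −0.298 without LM80 A to 0.169 without LM80 C. From the rho at each water level, the paper reports a moderate relation at 30 % SWCg and none at 50 % SWCg.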

We examined the distribution of the FDR-adjusted *P*-values for each list of top 1000 DEGs and determined that contrasts including the 30 % SWCg treatment had much lower *P*-values than contrasts which included the 50 % SWCg drought treatment **[see****Supporting Information—Fig. S9****]**. This was consistent with the very small number of DEGs identified in response to the 50 % SWCg treatment.

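In the lists of 1000 genes, the median adjusted p from edgeR was 0.108 for LM30 and 0.0539 for EE30, against 1 for LM50 and 0.658 for EE50. The smallest adjusted p was 0.014 in the list of LM30, 1.34e-06 in that of EE30 and 0.0172 in that of EE50. The least significant gene of the list had an unadjusted p of 0.00713 for LM30, 0.00404 for EE30 and 0.0308 for EE50.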

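In EE50 against EE80, 3 genes passed the test of edgeR and all were lower, among 1511 genes at an unadjusted p below 0.05. They include Potri.007G062302 (chromosome 7, 7081089 to 7083727), at 23.2 ± 3.57 CPM in EE50 and 43.4 ± 5.06 CPM in EE80 (SD, n = 3 each, log2 fold change −0.90, standard error 0.119, edgeR adjusted p = 0.0172), and Potri.001G105900 (chromosome 1, 8510988 to 8514249), at 15.8 ± 0.253 CPM and 27.5 ± 5.04 CPM (SD, n = 3 each, log2 fold change −0.79, edgeR adjusted p = 0.0172). All 3 genes also passed in EE30. In LM50 against LM80 the count of edgeR was 0, with 468 genes at an unadjusted p below 0.05, and DESeq2 and the likelihood ratio test called 1 gene each. In EE50 DESeq2 called 20 genes and the likelihood ratio test 125. The call of Potri.007G062302 was lost without EE50 B, EE50 C or EE80 A (edgeR adjusted p = 0.109 to 0.17), and that of Potri.001G105900 without these or EE50 A (edgeR adjusted p = 0.107 to 0.201). The count in EE50 was 0 without EE50 B, EE50 C or EE80 A and 6 without EE80 B.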

## Discussion

### Plants can acclimate to water-limiting conditions during prolonged exposure

In the current study, we show that reduced water availability slows stem growth in hybrid poplar and that the rate of growth stabilizes after 2–3 weeks in the tested conditions. This finding is consistent with a poplar drought study that found growth rates stabilized following a 15-day water-deficit stress. Previous studies on drought stress in poplars have also shown that radial stem growth continued to decline over 11 days of water withholding (Bloemen *et al.* 2016) and that the overall growth rate did not stabilize until 8–15 days after the water deficit was initiated (Bogeat-Triboulot *et al.* 2019). In our study, growth rate stabilization was concomitant with robust decreases in photosynthetic and stomatal conductance rates in plants grown with limited water availability. Studies in poplar (Attia *et al.* 2015), Kentucky bluegrass (*Poa pratensis*) (Saud *et al.* 2016) and *Arabidopsis thaliana* (Bechtold *et al.* 2016) that have measured photosynthesis and gas exchange parameters throughout longer-term soil drying experiments have shown that significant changes in these parameters occur only after plants have acclimated to their new conditions. In this study, we showed that leaves that developed and matured entirely during stress conditions were smaller and fewer than leaves that developed without water limitation. Detailed studies of the effects of drought on poplar leaf development have demonstrated that drought leads to variations in morphological and anatomical features including thicker leaf tissues, increased stomatal density (Regier *et al.* 2009) and reduced leaf size (Hamanishi *et al.* 2012; Viger *et al.* 2016), in addition to biochemical changes, such as total non-structural carbohydrate concentrations (Regier *et al.* 2009). Such differences in leaves give rise to differences in photosynthetic parameters (Cao *et al.* 2012) and responses to water availability (McKown *et al.* 2014). Temporal and spatial variation in the physiological and morphological features of leaves during drought suggests that molecular measurements made during the initial period of stress may reflect transitional states rather than adaptive responses to stressful environmental conditions.

Despite the clear effects that water limitation had on the growth and gas exchange parameters in the current study, global RNA sequencing revealed the number of genes that were differentially expressed and the magnitude of gene activity were lower than had been reported in previous transcriptome drought studies in poplar (Wilkins *et al.* 2009; Hamanishi *et al.* 2010; Raj *et al.* 2011). We hypothesized that this difference may exist because, unlike in the previous studies, the current study measured the transcriptomes of leaves that developed in water-limiting conditions, where the trees had time to acclimate to the soil water treatments before sampling. However, the results of our transcriptomic analysis are consistent with a study in switchgrass (Lovell *et al.* 2016) that identified fewer DEGs after long-term drought than in short-term dry-down experiments. These disparities may be a result of differential gene expression between short-term and long-term drought responses. This explanation is consistent with the concurrent stabilization of growth and changes in photosynthetic parameters that we observed in the current study. Although trees may experience abrupt changes in water availability in the field, longer-term water limitations due to erratic precipitation patterns are more ecologically relevant to tree growth and productivity (Brodribb *et al.* 2020).

### Time of day and the extent of drought stress affect photosynthesis and global changes in gene expression

In the current study, as in other studies of drought response in poplar, distinct patterns of gene expression were invoked depending on the time of day of observation (Wilkins *et al.* 2009; Hamanishi *et al.* 2010), in addition to the extent of water deficit experienced by the trees (Yan *et al.* 2012; Cao *et al.* 2014). By far, the largest source of variation in gene expression in the present study was the time of day of sampling. This was anticipated since an estimated 30–50 % of *Arabidopsis* genes (Bläsing *et al.* 2005; Covington *et al.* 2008), 74 % of *B. rapa* genes (Greenham *et al.* 2020) and 60 % of poplar genes (Wilkins *et al.* 2009; Filichkin *et al.* 2011) have predictable and reproducible daily changes in transcript abundance in non-stress conditions. Responses to any additional perturbations, such as environmental stressors, must be invoked on this underlying, dynamic transcriptional landscape (Greenham and McClung 2015; Bonnot and Nagel 2021). Studies in poplar (Wilkins *et al.* 2009; Hamanishi *et al.* 2010; Raj *et al.* 2011), *Arabidopsis* (Wilkins *et al.* 2010; Dubois *et al.* 2017; Blair *et al.* 2019) and rice (*Oryza sativa*) (Wilkins *et al.* 2016; Grinevich *et al.* 2019; Desai *et al.* 2021) have shown that transcriptional responses to stress are different at different times of day. This was consistent with our findings here that the majority of drought-responsive genes had distinct expression profiles in the morning and early evening. 

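Of the genes called in LM30 and those called in EE30 against 80 % SWCg, 7 were shared, all with the same direction, where independent lists would share 0.311. With the calls of DESeq2 132 genes were shared, all with 1 direction (22.4 for independent lists), and with those of the likelihood ratio test 207, 204 of them with 1 direction (46.1 for independent lists). The test of the difference between the times in edgeR called 0 genes at 30 % SWCg (smallest adjusted p = 0.0912) and 0 at 50 % SWCg (smallest adjusted p = 0.984), with 2040 and 1050 genes at an unadjusted p below 0.05. DESeq2 called 24 and 2 genes and the likelihood ratio test 44 and 11. Averaged over both times, a contrast added after the counts were seen, 30 % SWCg differed from 80 % SWCg in 1318 genes (581 higher and 737 lower), of which 361 were also called in LM30 or EE30. This count was 2334 by the likelihood ratio test, 499 without EE80 A, 618 without EE80 C, 712 without EE30 A and 789 without EE30 B. The paper proposes that underlying diurnal variation may account for the difference between morning and evening.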

Our observations may be attributable to underlying diurnal variation in expression patterns. For example, global changes in gene expression in response to water limitation or a given level of water availability are perceived as a stressor only at some times of day (McLaughlin *et al.* 2003).

Here we show that different functional classes of drought-responsive genes were enriched at different times of day and with different degrees of water limitation. For example, genes involved in the regulation of iron transport were induced by water limitation in the morning only. The transport of iron from the vasculature to the chloroplasts is regulated by the circadian clock (Salomé *et al.* 2013), and is affected by water availability (Pan *et al.* 2015). We also showed that genes involved in protein folding and translation initiation were reduced in water-limited samples in the morning but were unchanged in response to drought later in the day. This finding may be consistent with the growing literature showing that stress responses may be regulated in part by translation (Reynoso *et al.* 2019; Bonnot and Nagel 2021) and posttranslational modifications (Rodriguez *et al.* 2021). Together, these findings highlight the importance of including multiple time points in experimental design for capturing the full suite of stress response mechanisms.

In contrast to the strong time-of-day effect on gene expression profiles, we determined that gas exchange parameters, including carbon assimilation and transpiration rates, were most strongly affected by the extent of water limitation. We showed that in more severe water-limiting conditions, WUE was highly variable and included high and low WUE values. As previously described in maize (Blankenagel *et al.* 2018), in the present study there appeared to be a water content threshold below which WUE declined precipitously. This observation may be related to exponential decreases in soil water potential at low SWCg (Dowd *et al.* 2019), whereby a small change in water volume leads to a large change in water availability. Moreover, physiological and growth traits, including specific leaf area and leaf carbon content, are affected non-linearly by soil water availability (Monroe *et al.* 2021) highlighting the importance of studying these responses under a limited number of discrete soil moisture conditions. To fully characterize plant responses to drought stress, it will be necessary to incorporate intermediate water-limiting conditions to understand how the degree of water stress impacts plant status, rather than an ‘all-or-nothing’ approach.

### Response to drought stress relies on qualitative and quantitative changes in the transcriptome

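Over all 23700 genes, the SD of the log2 fold change against 80 % SWCg was 0.40 in LM30, 0.26 in LM50, 0.36 in EE30 and 0.28 in EE50, against 1.02 for early evening against late morning at 80 % SWCg. A log2 fold change above 1 in size was seen for 2.99 % of genes in LM30, 0.941 % in LM50, 2.32 % in EE30 and 1.17 % in EE50, against 19.9 % between the times of day. The median size among the called genes was 0.92 in LM30 and 0.59 in EE30. The libraries of LM30 and LM80 did not overlap for 4142 genes (17.5 %) and those of EE30 and EE80 for 5365 (22.6 %), where chance gives 10 %, and for LM50 and EE50 the numbers were 1491 and 2895. The SD and the share above 1 include the chance spread of the genes with few counts.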

Response to drought stress in poplar is not limited to a subset of high-amplitude drought-responsive genes; rather, it is a transcriptome-wide adjustment that is affected by the time of day and by the extent of the stress applied. In this study, we show that drought-induced transcriptome profiles across different water levels and time of day lead to qualitative and quantitative changes, as seen in previous studies (Lovell *et al.* 2016). Qualitative changes refer to the specific genes invoked, as the poplars expressed different genes depending on their water status and time of day, while quantitative changes are represented by the degree of change observed, as the water status induced variable proportions of genes. We find that genes differentially expressed in more severe water-limiting conditions were also differentially expressed, though not significantly so, in the moderate water-limiting conditions at both times of day, and that this relationship was stronger in the early evening than in the late morning. 

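All 16 genes called in LM30 and 456 of the 460 called in EE30 had the same direction of change at 50 % SWCg. The median ratio of the log2 fold change at 50 % to that at 30 % SWCg was 0.177 in the late morning and 0.519 in the early evening. With the calls of the likelihood ratio test, the direction was the same for 88.6 % of 694 genes (median ratio 0.251) and 97.8 % of 1576 genes (median ratio 0.544). Of the 460 genes, 3 passed the test at 50 % SWCg as well. The 80 % SWCg libraries enter both fold changes, and in 20 sets of counts simulated without an effect the direction was the same for 87.5 % to 100 % of the 16 genes with the smallest p in LM30 and for 89.1 % to 93.9 % of the 460 genes with the smallest p in EE30. Simulated genes vary independently, which real genes do not. The median ratio was not simulated, so its size cannot be told apart from what the shared libraries give.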

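Across all 23700 genes, the covariance of the log2 fold changes in LM30 and EE30 was 0.0552, where the highest of 20 simulations without an effect gave 0.00207. For LM50 and EE50 it was 0.00194, with 0.00175 as the highest simulated value. Deviations shared by the real libraries are missing from the simulations, so these values do not bound chance. In the listed genes, the slope of the LM30 on the EE30 fold change was 0.679, and that of LM50 on EE50 was 0.0108.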

Notably, low water availability in the morning and evening elicited similar degrees of differential expression across a wide panel of genes, but there was no correlation between DEGs in moderate water availability at the two times of day.

These findings demonstrate that water availability and diel signals interact to determine what conditions will be perceived as stress and which biological mechanisms will be invoked in response to environmental perturbations. Previous studies in *Arabidopsis* (Legnaioli *et al.* 2009) and soybean (Marcolino-Gomes *et al.* 2014) have shown the interconnectivity of the circadian clock and the drought response, likely due to the reciprocal regulation of abscisic acid with clock components (Legnaioli *et al.* 2009; Pokhilko *et al.* 2013). Widespread changes in the timing, magnitude and diversity of gene regulation are necessary for plants to adequately respond to stress (Greenham and McClung 2015) and so experimental studies must take this complexity into account.

## Supporting Information

The following additional information is available in the online version of this article—

Figure S1. Daily weights of pots after initiation of water-deficit treatments. Once pots had reached their target weights, pots were re-watered to the upper limit of the target weights each morning.

Figure S2. The growth rate of poplars stabilizes at 14 days after initiation of water deficit, except in 30 % gravimetric soil water content (SWCg) conditions.

Figure S3. Water-use efficiency (WUE) of three gravimetric soil water content (SWCg) conditions on the last day of water deficit shows variability in the 30 % SWCg group.

Figure S4. Principal component analysis of filtered normalized counts for all detected transcripts (23 700 genes). Shape of the data point corresponds to time of sampling (diamonds for late morning (LM) samples; triangles for early evening (EE) samples); colour corresponds to soil water treatment (blue for gravimetric soil water content (SWCg) 80 %; green for SWCg 50 %; red for SWCg 30 %). PC1 vs. PC2 is shown in Fig. 3A.

Figure S5. Hierarchical clustering and expression patterns of genes that were differentially expressed between the late morning (LM) and early evening (EE) (gene lists in **Supporting Information—Tables S4****and****S5**). The coloured bar below the dendrogram represents the clusters identified by WGCNA. The scaled expression profile of the identified clusters is presented as a line graph with mean values shown as a red line. Expression profiles are ordered according to the clusters (coloured bars) from left to right.

Figure S6. Selected enriched Gene Ontology terms for gene clusters that responded to water deficit and time of day. Genes in each cluster are listed in **Supporting Information—Table S5**.

Figure S7. Hierarchical clustering and scaled gene expression profiles of differentially expressed genes (DEGs) in the (A) late morning (LM) and (B) early evening (EE). Expression profiles are ordered according to the coloured bars from left to right. Mean expression of the cluster is shown with a red line.

Figure S8. Full list of Gene Ontology (GO) terms for the (A) late morning and (B) early evening gene expression profiles. See Fig. 4 for list of patterns (I–X).

Figure S9. False discovery rate (FDR)-adjusted (Benjamini–Hochberg (BH)) *P*-values of the top 1000 differentially expressed genes (DEGs) in each drought treatment (30 % and 50 % gravimetric soil water content (SWCg)) compared to the well-watered treatment (80 % SWCg) from Fig. 5A.

Table S1. Processing of raw RNA-sequencing reads. Surviving and dropped reads are from Trimmomatic, the overall alignment rate is from HISAT2 and overall gene assignment rate is from featureCounts.

Table S2. Raw expression counts of all the genes passing quality filtering step (average logCPM > −2 and < 9).

Table S3. Scaled expression counts (logCPM) of all the genes passing quality filtering step (average logCPM > −2 and < 9).

Table S4. Raw expression count of all differentially expressed genes between the late morning (LM) and early evening (EE).

Table S5. Scaled expression (logCPM) of all differentially expressed genes between the late morning (LM) and early evening (EE) including cluster assignments.

Table S6. Clusters of late morning (LM) differentially expressed genes (DEGs) (LM30vsLM80 & LM50vsLM80; *n* = 960) and early evening (EE) DEGs (EE30vsEE80 & EE50vsEE80; *n* = 1423).

Table S7. Top 1000 differentially expressed genes (false discovery rate (FDR)-ranked) from each water stress treatment compared to control.

Table S8. Log_2_ fold-changes of shared top 1000 differentially expressed genes (false discovery rate (FDR)-ranked) between comparisons of time of day and extent of water stress.

plac040_suppl_Supplementary_Figures

plac040_suppl_Supplementary_Tables

## Data Availability

Transcriptome data are available for download from the Gene Expression Omnibus as accession GSE191155 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191155). All code used in data analysis and figure generation available from https://github.com/Wilkins-Lab/Poplar2021.

## Notes

**Phenome, Genome & Environment. Chief Editor:** Colleen Doherty

# Supplementary material for: Growth-limiting drought stress induces time-of-day-dependent transcriptome and physiological responses in hybrid poplar
**Source:** AoB Plants. 2022 Aug 29;14(5):plac040. doi: 10.1093/aobpla/plac040
**Supplement:** plac040_suppl_Supplementary_Figures

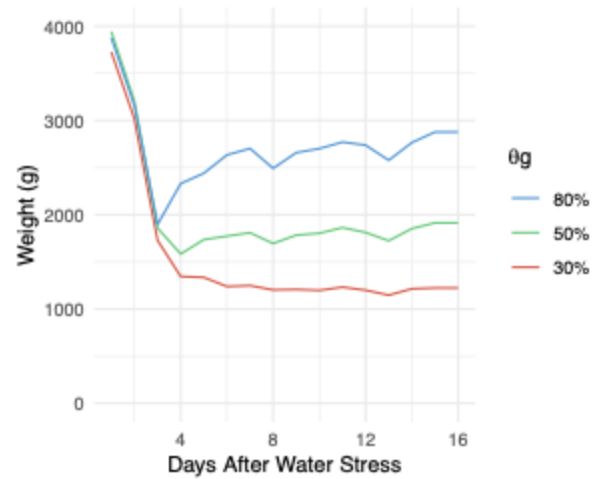

Fig. S1. Daily weights of pots after initiation of water deficit treatments. Once pots had reached their target weights, pots were re-watered to the upper limit of their target weights every morning.

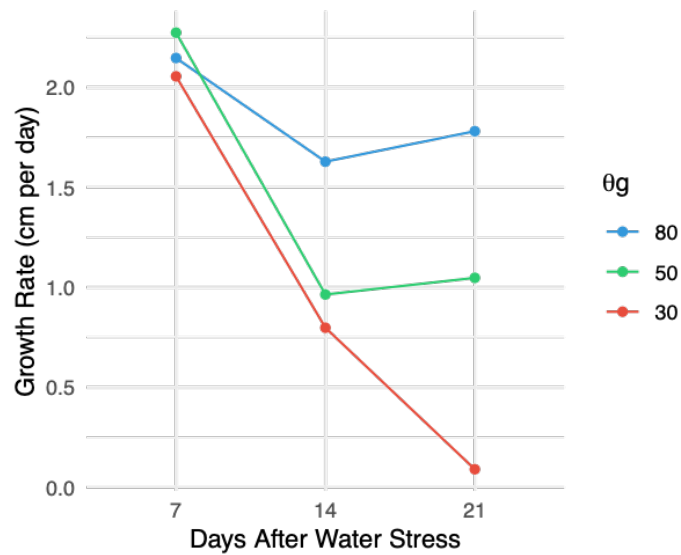

Fig. S2. The growth rate of poplars stabilizes at 14 days after initiation of water deficit, except in 30% SWCg (θ_g) conditions.

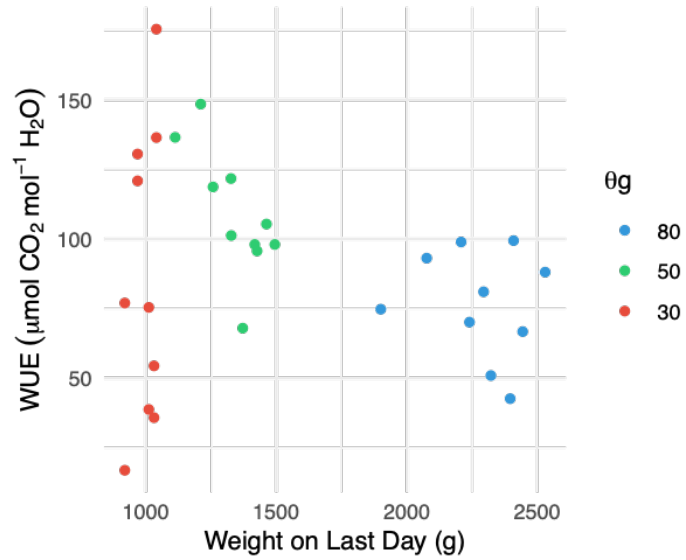

Fig. S3. Water use efficiency (WUE) of 3 SWCg (θ_g) conditions on the last day of water deficit show variability in the 30% SWCg group.

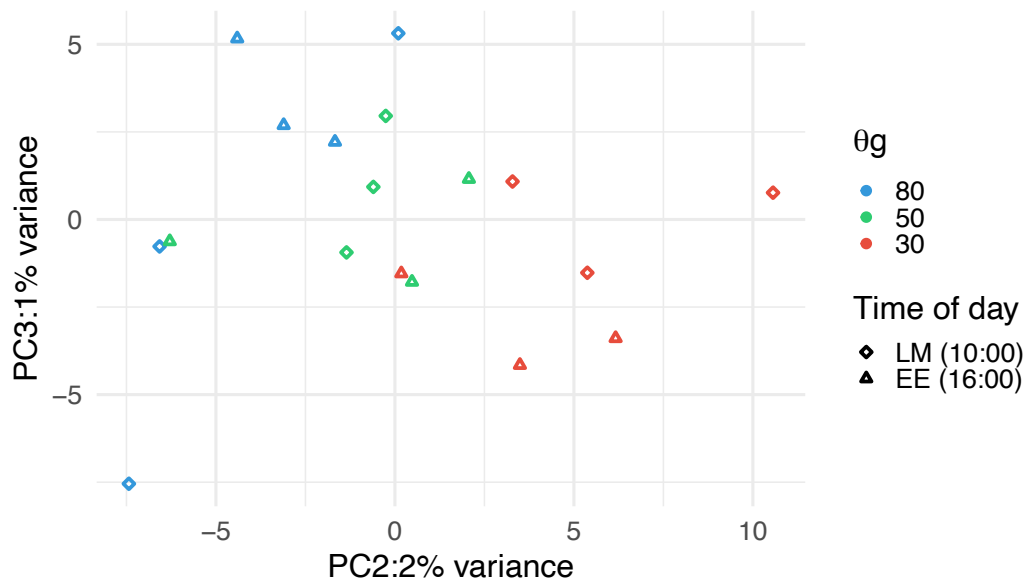

Fig. S4 Principal component analysis of filtered normalized counts for all detected transcripts (23,700 genes). Shape of data point corresponds to time of sampling (diamonds for LM samples; triangles for EE samples); colour corresponds to soil water treatment (blue for SWCg 80%; green for SWCg 50%; red for SWCg 30%). PC1 v. PC2 is shown in Figure 3A.

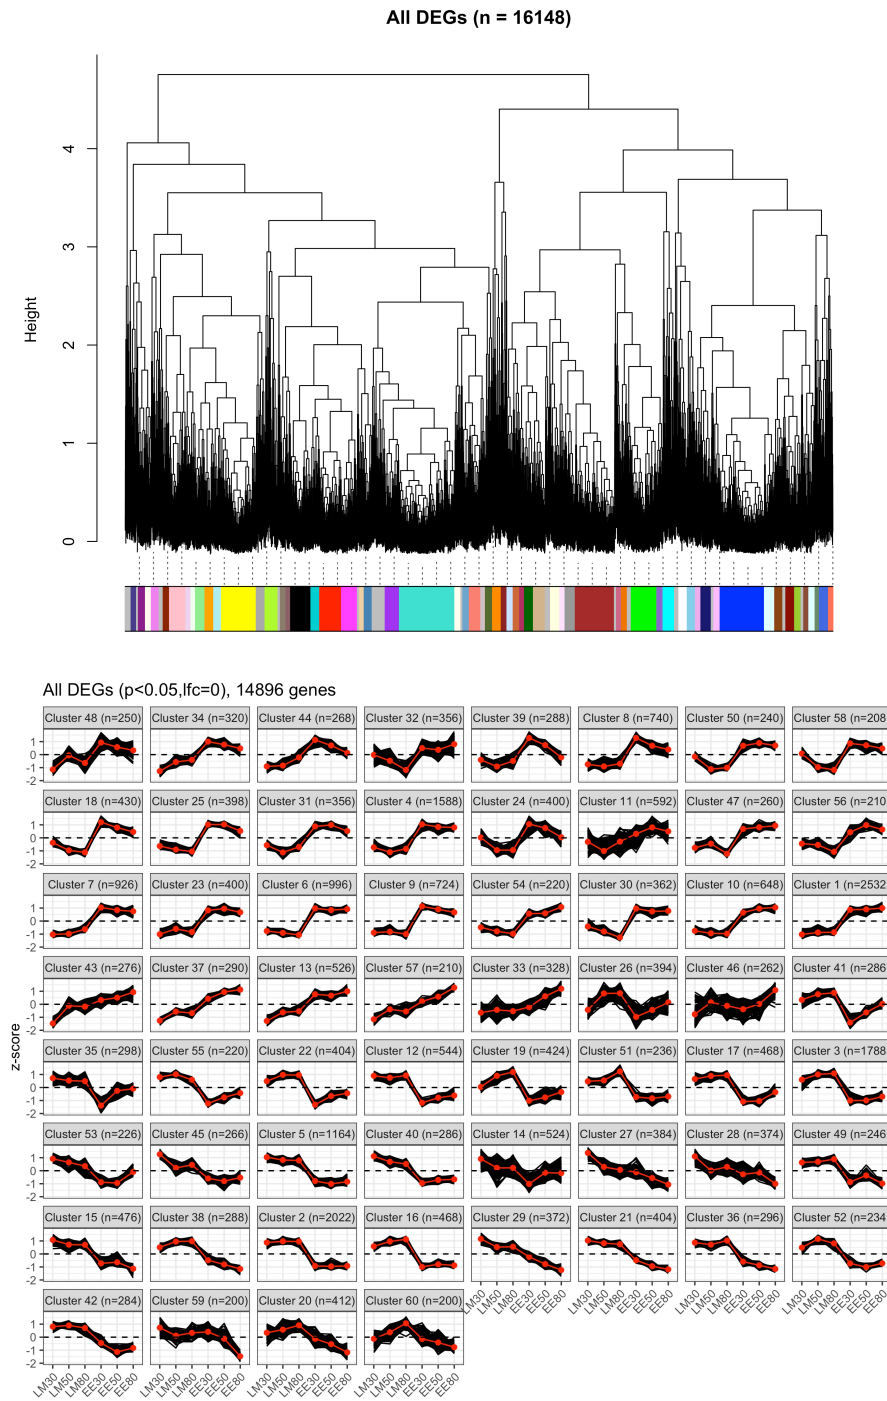

Fig. S5. Hierarchical clustering and expression patterns genes that were differentially expressed between the late morning and early evening (Gene lists in Table S4 and Table S5). The coloured bar below the dendrogram represents the clusters identified by WGCNA. The scaled expression profile of the identified clusters is presented in a line graph with their mean values indicated in

red points and lines. Expression profiles are ordered according to the clusters (coloured bars) from left to right.

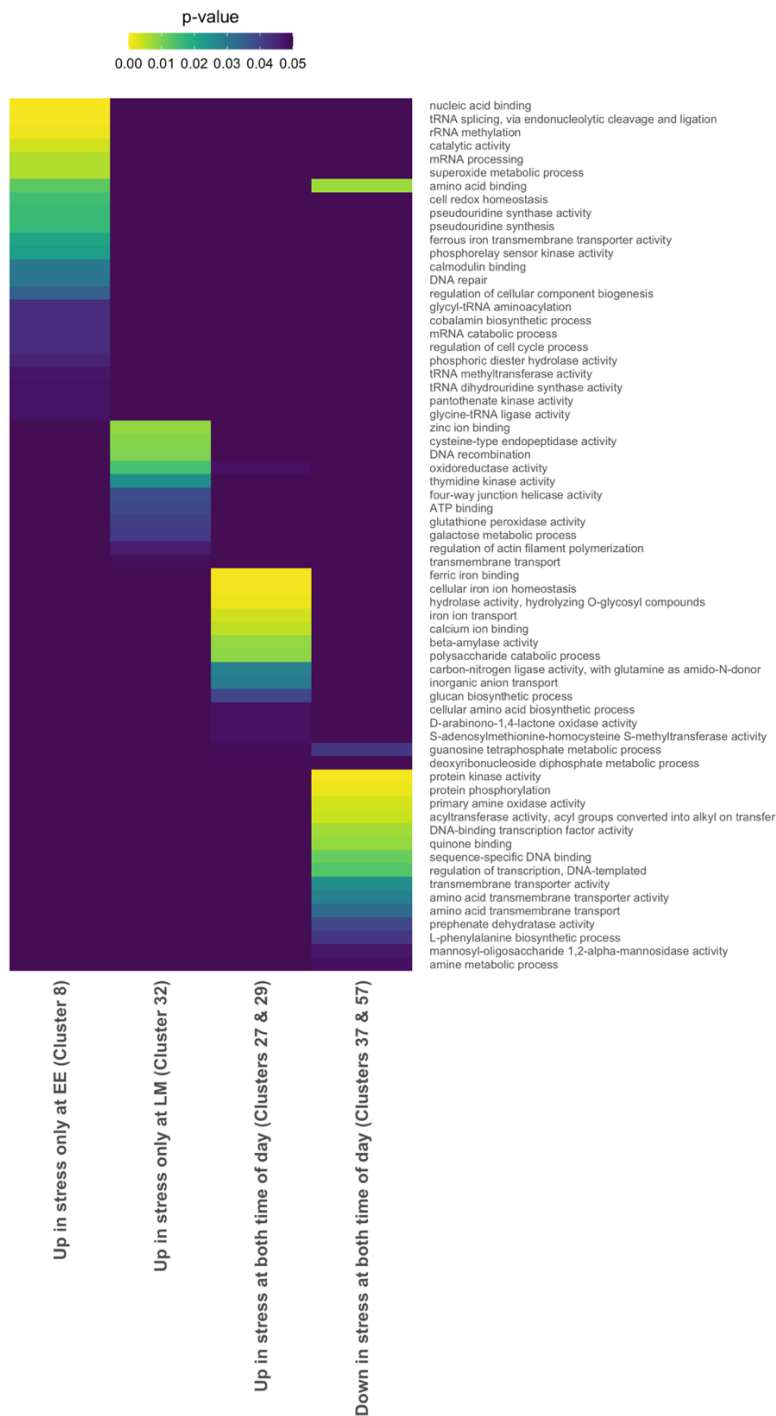

Fig. S6. Selected enriched Gene Ontology terms for gene clustered that responded to water deficit and time of day. Genes in each cluster are listed in Table S5.

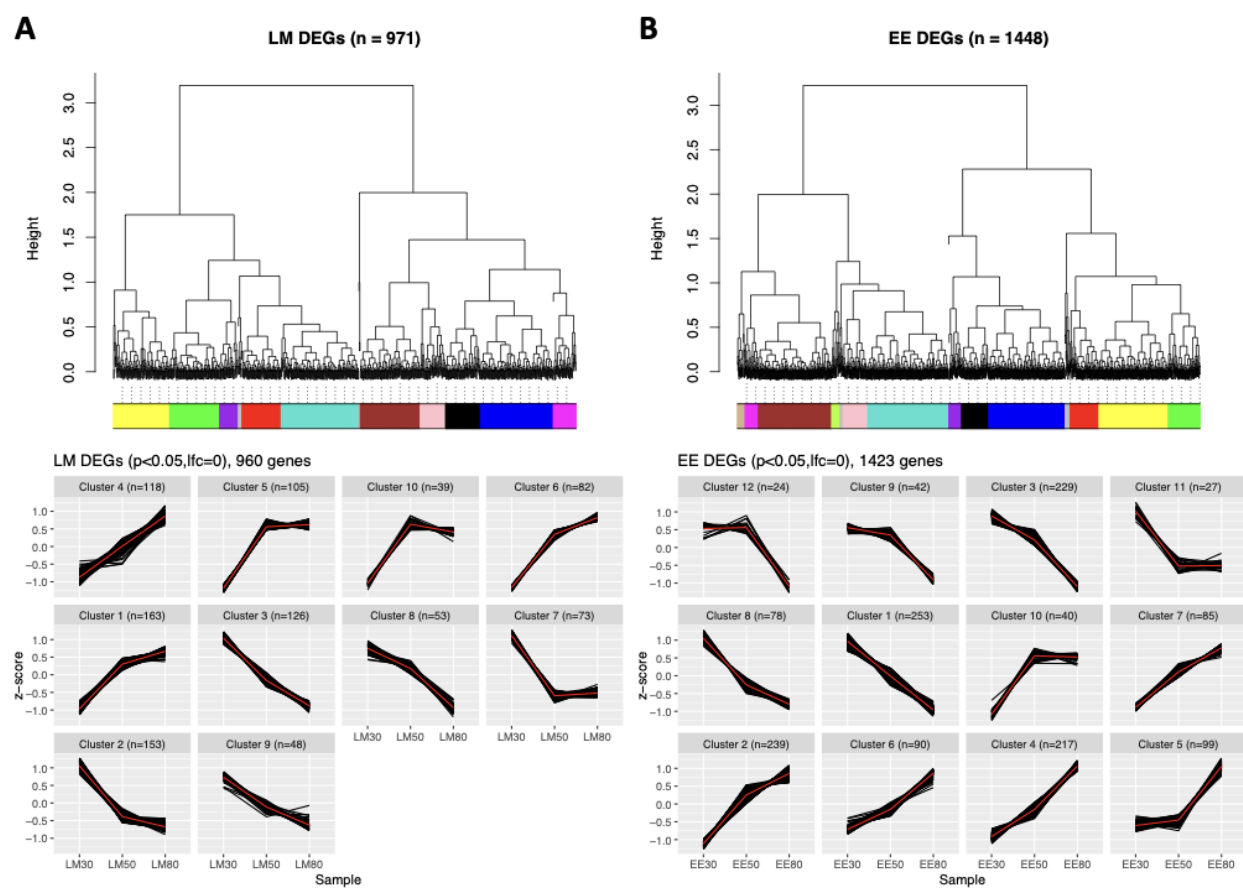

Fig. S7. Hierarchical clustering and scaled gene expression profiles of DEGs in the (A) late morning (LM) and (B) early evening (EE). Expression profiles are ordered according to the colored bars from left to right. Mean expression of the cluster is represented by the red line.

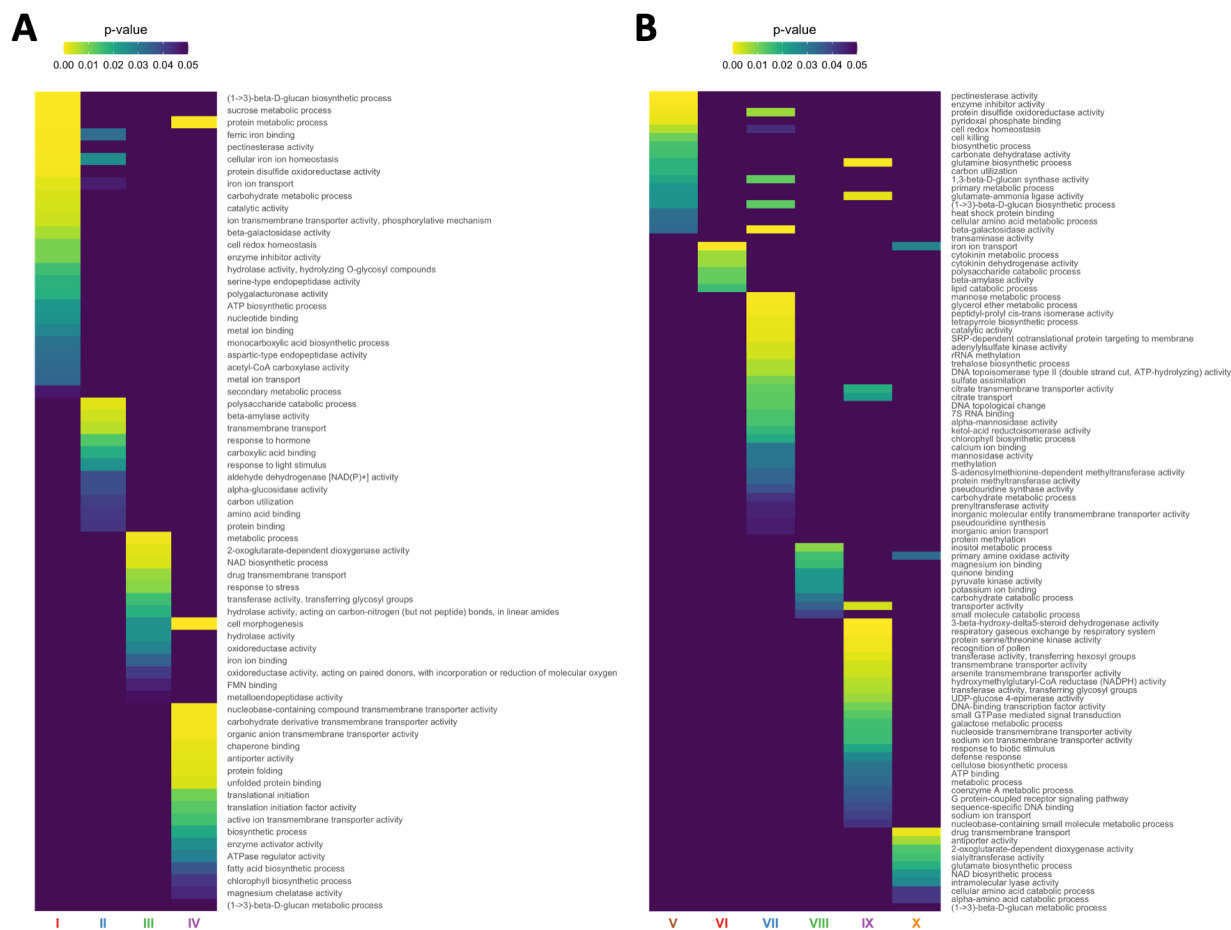

Fig. S8 Full list of Gene Ontology (GO) terms for the (A) late morning and (B) early evening gene expression profiles. See Fig. 4 for list of patterns (I-X).

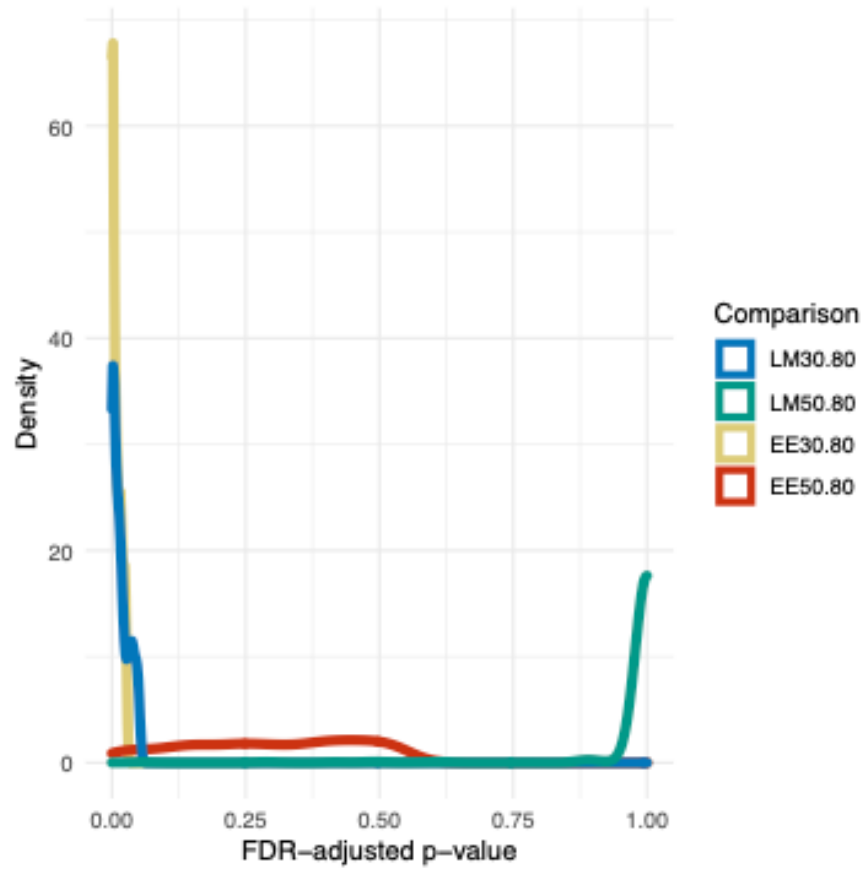

Fig S9. FDR-adjusted p -values (BH method) of top 1000 DEGs in each drought treatment (30% and 50% SWCg) compared to the well-watered treatment (80% SWCg) from Fig. 5A.

How the deposited data were processed for this re-analysis (not part of the article)

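RNA was sequenced from leaves of hybrid poplar at 3 soil water levels and 2 times of day, with 3 libraries in each of the 6 groups and 18 libraries in all. The authors trimmed the reads with Trimmomatic, whose version is not given in the sources used here, aligned them to the P. trichocarpa v4.1 genome with HISAT2 2.2.1 and SAMtools 1.3.1, and counted them with featureCounts 2.0.1. The values deposited by the authors are raw counts of reads per gene, 1 column per library, with no normalization and no gene left out. The first rows of the authors’ Table S2 hold the same counts as the deposited table, value by value.

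Conditions were taken from the sample labels. The total count of each library and the share of its 20 highest genes were computed with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The total count ranged from 17348563 to 48110546 with a median of 24020818. Replicates of 1 group differed by more than counting error: over genes with a summed count of 20 or more, chi-square per degree of freedom was 5.18 for LM30 A and LM30 C, the lowest of 18 pairs, and 38.14 for LM80 A and LM80 C, the highest. Intervals given for shares of genes cover counting error only. No source used here says what a replicate letter marks. Deviations from the group means of libraries with 1 letter correlated at 0.206 (A), 0.197 (B) and 0.378 (C) between EE30 and EE80. Between LM30 and LM80 the values were 0.069, −0.111 and 0.12. Libraries of 1 letter in EE30 and EE80 were therefore treated as pairs in some splits. Whether the letters pair libraries by design is not known for either time. The main model has no block, and its counts for LM30 and EE30 are given with those of the block beside them.

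The analysis ran in R 4.3.3. Genes with an average log2 CPM above −2 and below 9 were kept, as in the paper. The main test was the quasi-likelihood F test of edgeR 4.0.16 with TMM normalization and 1 model for the 6 groups. The contrasts were 30 and 50 % against 80 % SWCg and 30 % against 50 % SWCg at each time of day, early evening against late morning at each water level, and the difference of the drought contrasts between the times. An adjusted p below 0.05 (Benjamini–Hochberg) was called. Principal components were taken from log2 CPM with a prior count of 2, centred and not scaled. A DEG was placed by the position of its 50 % level between 80 % and 30 % SWCg, with limits at a distance of 0.25 from 0 and from 1. The package the paper names for cutting the cluster tree was not used here. Lists of 1000 genes were ordered by p, and correlations of fold changes were taken over the genes in either of 2 lists.

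The fit was tested on simulated data with 200 genes changed in 1 group, and 20 sets of counts without any effect of water were simulated from the fitted means and dispersions to measure what the shared 80 % SWCg libraries add to overlaps and correlations. The samples, the comparisons and the alternatives named next were chosen before the data were examined. These were DESeq2 1.42.0, the robust dispersion of edgeR with a likelihood ratio test, DESeq2 size factors, no filter, filterByExpr, a block for the replicate letter, each time of day fitted alone, leaving out each library in turn, lists of 500 and 2000 genes, pattern limits of 0.33 and 0.67, complete linkage with 10 late morning and 12 early evening clusters, and other forms of the principal components. Chosen after seeing the data were the contrasts averaged over both times, a fit without LM30 B, LM80 A and EE30 C, a fit with 1 surrogate variable from sva 3.50.0, the test of separation between groups, the ratios of paralogues, the count of drought genes that also differ between times of day, the simulated share of genes with 1 direction at 30 % and 50 % SWCg, and the comparison of clock genes with 10000 random sets, drawn for each gene from the 200 genes nearest in average log2 CPM. Other splits of the libraries were refitted, 10 for each comparison of 2 groups and 50 of 200 for the others, and for 30 % averaged over both times also 50 of the 80 that part every pair of EE30 and EE80, a test added after seeing the data.

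Enrichment of functional classes was not analysed here, since no descriptions of the genes were used, and the planned tests of gene lists other than the clock genes of Fig. 3B were not run. Growth, gas exchange and leaf measurements were not analysed here.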

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

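The tests of the shared axis were planned before their results were seen, while the comparison of the shared 80 % SWCg libraries with their measured variance, the count of run tags, the comparison of clock genes with random sets, the contrast averaged over both times and its splits that part every pair were chosen after the result was seen.

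Genes above the upper expression limit were not tested by the paper. When all genes with a count were fitted with edgeR, 8 of the 226 such genes differed between EE30 and EE80, 4 higher and 4 lower. Between early evening and late morning 167 differed at 80 % SWCg (21 higher and 146 lower in the early evening), 159 at 50 % SWCg (21 and 138) and 156 at 30 % SWCg (33 and 123).

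Libraries of different groups deviate from their group means along 1 axis that holds 22.5 % of the variance within groups, against at most 10.4 % in simulated libraries. LM80 A (36.9) and EE30 C (−35.4) have the largest scores. Its Spearman’s rho was −0.127 with library depth (jackknife error 0.48), 0.0843 with exon length (0.0257) and −0.321 with the share of the 20 highest genes (0.358). For water status within a group, rho was −0.221 between the late morning axis and EE30 against EE80 (0.202) and 0.063 between the early evening axis and LM30 against LM80 (0.311). The value for exon length lies far below the 0.3 set beforehand for a cause, which argues against a length bias as the cause. With these errors the other 4 candidates cannot be told apart. The scores also went with the replicate letter. All C libraries were negative, from −35.39 (EE30 C) to −4.17 (EE50 C), while A libraries ran from −5.43 (EE50 A) to 36.92 (LM80 A). B libraries ran from −16.3 (LM80 B) to 23 (EE30 B), and the letter was not among the candidates tested.

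Fold changes at 50 % and 30 % SWCg go together within a time of day. The covariance was 0.0459 in the late morning and 0.0597 in the early evening, above the highest simulated values of 0.0390 and 0.0383, but simulated genes vary independently while the real libraries share an axis, so the bound set beforehand on the simulations was wrong and excludes nothing. On log2 CPM the late morning covariance was 0.03 and the variance of the LM80 mean 0.0343, a difference of −0.00432 that ranged from −0.0278 without LM80 B to 0.0307 without LM80 A, so the shared libraries may account for it. In the early evening the values were 0.0518 and 0.0271, and the difference of 0.0248 stayed between 0.012 without EE80 A and 0.0432 without EE80 B, which argues against the shared libraries as the whole cause. A response to water shared by both levels stays open there.

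The difference between the times of day has 2 technical candidates. The number of run tags carried by libraries of both times was 0. A difference between runs therefore cannot be told apart from time of day, for a single gene or for the counts of genes. For the 18 clock genes of Fig. 3B, selected by the paper for known daily patterns, the median size of the log2 fold change at 80 % SWCg was 2.16 (2.09 without LM80 B to 2.22 without LM80 A), and 10000 random sets of genes with like expression gave at most 1.28, which argues against the runs as the whole cause for these genes. Exon length had a rho of 0.00869 with the log2 fold change at 80 % SWCg (−0.00335 to 0.0295 without 1 library), which argues against a length bias.

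Other splits of the libraries were refitted for each count. With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. LM30 against LM80 gave 16 genes and at most 0 in other splits, EE30 against EE80 gave 460 and 11, EE30 against EE50 gave 4 and 1, and early evening against late morning gave 12283 and 4 at 80 % SWCg, 12539 and 0 at 50 % SWCg and 12651 and 0 at 30 % SWCg, where 1 of 10 splits was as large. LM50 against LM80 and LM30 against LM50 gave 0 in edgeR and 0 in all 10 splits, which says nothing on chance (468 and 2721 genes at an unadjusted p below 0.05, 1 and 119 called by DESeq2, 1 and 241 by the likelihood ratio test). For EE30 against EE80, where deviations correlated by letter, libraries of 1 letter were treated as pairs, which no source used here states. The 3 other splits that also part every pair gave at most 1 gene, and the remaining 6 part only 1 pair. EE50 against EE80 gave 3 genes, as many or more in 2 of 10 splits, with 78 when EE50 A, EE80 A and EE80 C were set against the rest, which points to a structure of these libraries.

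For the difference between the times, 0 genes were called by edgeR at 30 % SWCg and at 50 % SWCg (2040 and 1050 at an unadjusted p below 0.05, 24 and 2 by DESeq2), so each of the 50 splits is as large by necessity and says nothing on chance. Other splits gave up to 681 and 66 genes, and the 681 arose in a split that keeps EE30 and EE80 apart and mixes only LM30 with LM80. Averaged over the times, 30 % against 80 % SWCg gave 1318 genes and at most 586 in other splits (one that also keeps EE30 and EE80 apart), 1 of 50 as large, and both numbers were the same over 50 of the 80 splits that part every pair of EE30 and EE80. A share of 1 in 50 lies under 0.05, the limit for a contrast fixed in advance. This contrast was chosen after the counts were seen, which the splits do not cover, so chance is not excluded. For 50 % the edgeR count was 0 (955 at an unadjusted p below 0.05, 7 by DESeq2) and up to 53 in the 50 splits, which says nothing on chance.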

How the results depend on the processing

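The contrasts averaged over both times, the fit without LM30 B, LM80 A and EE30 C (called without 3 libraries here), the fit with 1 surrogate variable and the separation tests were chosen after the data were seen, and all other settings were planned. Planned tests of gene lists were not run, since no gene descriptions were used.

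For LM30 against LM80 (16 genes) DESeq2 gave 532, the likelihood ratio test 694, the replicate block 256, the late morning alone 7, the fit without 3 libraries 27 and the surrogate variable 40, and leaving out 1 library gave 0 (without LM30 B or LM80 B) to 171 (LM80 A). All 16 genes were among those of DESeq2, the likelihood ratio test and the block. For LM50 against LM80 (0 by edgeR, 468 at an unadjusted p below 0.05) DESeq2 and the likelihood ratio test gave 1 each.

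For EE30 against EE80 (460) the counts were 997, 1576 and 739 with the block and 1809 without 3 libraries, and 62 (EE80 A) to 738 (LM30 B) without 1 library. DESeq2 shared 458, the likelihood ratio test and the block 457. For EE50 against EE80 (3) they were 20, 125, 0 in the early evening alone and 10 without 3 libraries, with 0 (EE50 B, EE50 C or EE80 A) to 6 (EE80 B) without 1 library.

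LM30 against LM50 (0 by edgeR, 2721 at an unadjusted p below 0.05) gave 119 by DESeq2, 241 by the likelihood ratio test, 1 alone, 5 without 3 libraries and 0 to 2 (LM80 A) without 1. EE30 against EE50 (4) gave 32, 76, 1 alone, 7 without 3 libraries, 8 with the surrogate variable and 0 (EE30 A or EE50 C) to 6 (LM80 A or LM80 B) without 1. The difference between times at 30 % (0 by edgeR, 2040 unadjusted) gave 24, 44, 6 without 3 libraries, 3 with the surrogate variable and 0 to 3 (LM80 B) without 1. At 50 % (0, 1050 unadjusted) it gave 2 and 11. Averaged over times, 30 % gave 2334 by the likelihood ratio test and 499 (EE80 A) to 1592 (EE80 B) without 1 library, against 1318, and 50 % (0, 955 unadjusted) gave 7, 32, 2 with the block, 1 without 3 libraries and 1 with the surrogate variable.

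The genes in all 4 lists (2) were 10 by the likelihood ratio test, 4 with DESeq2 size factors, 7 with the block, 6 with each time alone, 8 without 3 libraries, 5 with the surrogate variable, 0 in lists of 500, 19 in lists of 2000 and 0 (LM50 B) to 12 (LM80 C) without 1 library. The late morning share changed only at 30 % (75 %) was 49.7 % by the likelihood ratio test, 18.5 % without 3 libraries, 37.5 % with the surrogate variable and 14.6 % (LM80 A) to 100 % (LM30 C) without 1. The graded early evening share (79.3 %) was 73.9 %, 70.7 %, 75.3 % without 3 libraries, 58.5 % with limits of 0.33 and 0.67, 85.9 % by complete linkage and 63.2 % (EE50 A) to 82.9 % (EE30 B) without 1.

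Over all genes rho was 0.382 in the late morning, 0.638 in the early evening and 0.342 between LM30 and EE30. The first component (72.4 %) held 91.8 % over 500 genes, 77.3 % after variance stabilization, 93.5 % with both, 65.6 % without a filter, 50 % with unit variance and 71.7 % to 74.2 % without 1 library. The counts between times of day stayed within 1.5 times in every setting run, and 17 clock genes were called in each. Of 15 pairs of groups, 1 (EE30 and EE80) had every letter correlated above 0.1. Over all pairs of groups, 24 of 45 correlations within a letter were above 0.1, and 14 of 18 libraries correlated best with their own letter. Libraries of 1 letter thus share deviations beyond EE30 and EE80 too, a hint from the data and not from the design. The block changed no call of a named gene in EE30. Named genes kept their direction in all settings, apart from PRR9 Potri.002G179800 (log2 fold change 0.06 without EE80 B and −0.04 with all libraries), with 930 values similar, 7 stronger and 95 weaker.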

Differences from the paper's values

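All tests named here were planned before the data were examined, and no cause of a difference was tested apart from the settings named.

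Components 2 and 3 held 5.69 % and 3.99 % of the variance, where the paper’s values are 2 % and 1 %. Over the 500 most variable genes, the default of the plotPCA function the paper names, they held 2.12 % and 1.19 %, and 2.15 % and 1.02 % with variance stabilization added. Variance stabilization alone (5.16 % and 3.89 %), no filter (5.85 % and 4.28 %), unit variance (9.42 % and 7.51 %) and leaving out a library (5.07 % to 6.14 % and 3.44 % to 4.24 %) do not close it. The first component held 72.4 %, the paper’s value is 94 %, and both settings together gave 93.5 %.

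In the late morning 16 DEGs were called and the paper’s count is 971 in the text. The likelihood ratio test with the dispersion function the paper names gave 694, which is within 1.5 times. DESeq2 (532), DESeq2 size factors (16), no filter (16), filterByExpr (15), the block (256), the late morning alone (7) and leaving out 1 library (0 without LM30 B or LM80 B, to 171 without LM80 A) do not close it. In the early evening 460 were called and the paper’s count is 1448. DESeq2 (998) and the likelihood ratio test (1585) come within 1.5 times, and DESeq2 size factors (434), no filter (401), filterByExpr (492), the block (739), the early evening alone (359) and leaving out 1 library (62 to 738) do not.

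In all 4 lists of 1000 there were 2 genes, and the paper’s number is 13. The likelihood ratio test (10) and leaving out LM80 C (12) come within 1.5 times. DESeq2 (2), DESeq2 size factors (4), no filter (3), filterByExpr (3), the block (7), each time alone (6) and leaving out any other library (0 to 7) do not.

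For EE50 and LM50 rho was −0.0275 and the paper’s value is 0.01, so the sign differs. Each time alone (0.0171), lists of 500 (0.00327), the block (0.0103) and leaving out 10 of the 18 libraries (up to 0.169 without LM80 C) gave positive values. DESeq2 (−0.0126), the likelihood ratio test (−0.0102), DESeq2 size factors (−0.00255), no filter (−0.00974), filterByExpr (−0.0419), lists of 2000 (−0.0153), all genes (−0.0144) and leaving out 8 libraries (down to −0.298 without LM80 A) did not. Both values lie within the simulated range of −0.0473 to 0.0608. Fig. 5 prints values marked R², while the text gives rho, and the Pearson coefficients here were 0.622, 0.796 and 0.587 for panels B to D.

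The paper states that CCA1 and PRR9 were higher in the late morning. Potri.002G179800, named PRR9 in Fig. 3B, had a log2 fold change of −0.04 at 80 % SWCg (edgeR adjusted p = 0.708) and −0.03 at 30 % SWCg (0.774). At 50 % SWCg it was higher in the late morning (−0.24, edgeR adjusted p = 0.0262, 0.00276 by DESeq2 and 0.0334 by the likelihood ratio test), a call lost without LM50 A (0.0918), LM50 C (0.0644), EE50 B (0.0915) or EE50 C (0.0879).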

Other observations

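All comparisons here were chosen after the result was seen, and the paper does not report them.

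Genes next to each other on a chromosome had similar fold changes in each contrast named here apart from LM50. For pairs more than 5000 bp apart, Spearman’s rho was 0.09 in EE30, 0.0702 in LM30, 0.0699 in EE50, 0.00982 in LM50 and 0.114 between the times of day at 80 % SWCg. Shuffled orders gave −0.0289 to 0.0287 over these contrasts.

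The genes named ZTL in Fig. 3B, Potri.008G135200 and Potri.010G105700, were 520-fold and 57.7-fold higher in the early evening by the fitted model. Both are large against TOC1, at 132 ± 7.73 CPM and 70.3 ± 5.98 CPM (SD, n = 3 each). The names rest on the figure and were not tested by sequence here, so whether these genes are ZTL is open.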
